# Loss of *Arid1a* Promotes Neuronal Survival Following Optic Nerve Injury

**DOI:** 10.3389/fncel.2020.00131

**Published:** 2020-05-15

**Authors:** Xue-Qi Peng, Shang-Kun Dai, Chang-Ping Li, Pei-Pei Liu, Zhi-Meng Wang, Hong-Zhen Du, Zhao-Qian Teng, Shu-Guang Yang, Chang-Mei Liu

**Keywords:** *Arid1a*, SWI/SNF, retinal ganglion cell, optic nerve crush, survival

## Abstract

Trauma or neurodegenerative diseases trigger the retrograde death of retinal ganglion cells (RGCs), causing an irreversible functional loss. AT-rich interaction domain 1A (ARID1A), a subunit of the SWItch/Sucrose Non-Fermentable (SWI/SNF) chromatin remodeling complex, has been shown to play crucial roles in cell homeostasis and tissue regeneration. However, its function in adult RGC regeneration remains elusive. Here, we show that optic nerve injury induces dynamic changes of *Arid1a* expression. Importantly, deleting *Arid1a* in mice dramatically promotes RGC survival, but insignificantly impacts axon regeneration after optic nerve injury. Next, joint profiling of transcripts and accessible chromatin in mature RGCs reveals that *Arid1a* regulates several genes involved in apoptosis and JAK/STAT signaling pathway. Thus, our findings suggest modulation of *Arid1a* as a potential therapeutic strategy to promote RGC neuroprotection after damage.

## Introduction

Optic nerve trauma (e.g., various cranial and orbital injuries) or optic neuropathies (e.g., glaucoma and ischemia) typically lead to axon damage, progressive loss of retinal ganglion cells (RGCs), and even irreversible visual function deficits (Crair and Mason, 2016; Benowitz et al., 2017). Like most other neurons in the central nervous system (CNS), mature RGCs fail to regenerate their axons after optic nerve injury, due to the extrinsic environment inhibitory elements and the diminished intrinsic regenerative capacity (He and Jin, 2016; Laha et al., 2017). Recent studies have shown that adult RGCs can regain the intrinsic ability to support axon regeneration after optic nerve injury by manipulating reprogramming factors, such as *Klf4*, *c-myc*, and *Lin28*, etc. (Moore et al., 2009; Belin et al., 2015; Wang et al., 2018). More recently, combinatorial approaches *via* modulating multiple independent pathways have been shown to promote injured axons to regenerate beyond the optic chiasm into the brain and reform functional synapses with their original targets (Lim et al., 2016; Goulart et al., 2018). For example, visual stimulation/RHEB1 overexpression led to regenerating axons back to almost all the correct targets. However, synaptic reconnections partially restored optomotor response but not rescued pupil response, depth perception, visual fear response, suggesting that insufficient numbers of regenerating axons projection to the correct targets (Lim et al., 2016). Besides, knocking out *Bax*, a pro-apoptotic member of the *Bcl-2* family, not only promoted neuronal survival after optic nerve injury but also enabled axon regeneration despite delayed initiation of the regenerative program (Yungher et al., 2017). Therefore, long-term RGC neuroprotection after optic nerve injury is crucial to slow neurodegeneration, thereby improving the therapeutic window that might trigger axon regeneration.

Rearrangements of chromatin structure mediated by SWItch/Sucrose Non-Fermentable (SWI/SNF) are critical for modulation of gene expression, involving in many cellular processes including proliferation and differentiation (Roberts and Orkin, 2004; Euskirchen et al., 2012). Loss-of-function of AT-rich interaction domain 1A (ARID1A, also known as BAF250a), one principal component of SWI/SNF, disrupts SWI/SNF targeting and nucleosome remodeling and the resulting aberrant gene expression (Chandler et al., 2013; Kadoch et al., 2013). As a tumor suppressor, *Arid1a* is associated with the development, survival, and progression of cancer cells, and its dysfunction may be key tumorigenic events in ovarian, endometrial, gastric, and breast cancers (Zang et al., 2012; Takeda et al., 2016). Additionally, epigenetic reprogramming initiated by *Arid1a* deletion improves mammalian regeneration in multiple tissues and thus may be a potential target to promote tissue repair after injury (Sun et al., 2016). Although recent advances have been made in *Arid1a* related to embryonic development, tissue repair, cell aging, apoptosis, and tumor formation, it remains unclear whether manipulating *Arid1a* is sufficient to enable axon regeneration or increase RGC survival following optic nerve injury *in vivo*.

In this study, we first examined how the expression level of *Arid1a* in sensory neurons and RGCs changed in response to axotomy *in vivo*. Functionally, we assessed whether conditional knocking out *Arid1a* in adult RGCs could promote neuronal survival or axon regeneration *in vivo*. Finally, we performed joint profiling of chromatin accessibility and gene expression in mature RGCs to gain mechanistic insights underlying *Arid1a* for modulating neuronal survival after optic nerve injury.

## Materials and Methods

### Mice

All mouse experiments were approved by the Animal Committee of the Institute of Zoology, Chinese Academy of Sciences, Beijing, China. Unless otherwise noted, male 6–8-week-old CD-1 IGS mice were used in experiments involving dorsal root ganglion (DRG) and sciatic nerve, and male 6–8-week-old C57BL/6 mice were used in experiments involving the retina and optic nerve. The *Arid1a^f/f^* mouse strain (JAX stock#027717) was a kind gift from Dr. Zhong Wang’s laboratory at the University of Michigan. All *Arid1a^f/f^* mice used in our experiments were 6–8 weeks male or female, and genotyped by PCR using primers (sequence: forward: TGGGCAGGAAAGAGTAATGG; reverse: AACACCACTTTCCCATAGGC) provided by The Jackson Laboratory. All animal anesthetized *via* intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg) diluted in sterile saline. Details of the surgeries are described below.

### Sciatic Nerve Injury

Under deep anesthesia with a mixture of ketamine and xylazine, bilateral sciatic nerves were exposed and transected with spring scissors right below the pelvis. The mouse was euthanized, and bilateral L4/5 DRGs were collected at the expected time point after the surgery.

### RNA Extraction and qRT-PCR

Total RNA was extracted using Trizol reagent (Invitrogen). After extraction, 1 μg of total RNA was transcribed into cDNA using oligo (dT) primers (TransScript One-Step gDNA Removal and cDNA synthesis kit, TRANS) according to the manufacturer’s protocol. For real-time PCR analysis, using an SYBR^®^Premix Ex Taq™ (TliRNaseH Plus, Takara), 25 ng of cDNA, and 0.5 mM primers in a final volume of 20 μl. According to instructions, the PCR steps were performed 30 s initial pre-denaturation at 95°C, followed by 45 cycles of each 10 s at 94°C, 30 s at 60°C, 30 s at 72°C and samples were run in triplicate. The analysis of RT-PCR used the 2-ΔΔCT method. Primers for real-time RT-PCR are as follows:* Gapdh* forward: 5′-AGGTCGGTGTGAACGGATTTG-3′, *Gapdh* reverse: 5′-TGTAGACCATGTAGTTGAGGTCA-3′, *Arid1a* forward: 5′-TCCCAGCAAACTGCCTATTC-3′, *Arid1a* reverse: 5′-CATATCTTCTTGCCCTCCCTTAC-3′.

### AAV2 Virus Injection and Optic Nerve Crush

Intravitreal injections of AAV2 viruses, ONC, and RGC axon labeling were performed as previously described (Park et al., 2008). Animals were first anesthetized, 1.5 μl of AAV2 virus or Alexa Fluor 555-conjugated CTB (1 μg/μl, Thermo Fisher Scientific, Waltham, MA, USA) was then injected into their right vitreous humor with a Nanoliter syringe. CTB-555 injection was performed 2 days before the mouse was sacrificed to trace regenerating RGC axons. The optic nerve was exposed intraorbitally and crushed with forceps (Dumont #5, Fine Science Tools) for 5 s approximately 1 mm behind the optic disc. The mice were transcardially perfused with 4% paraformaldehyde (PFA). Dissected right optic nerve and bilateral retinas were post-fixed in 4% PFA overnight. pCMV-GFP and pCMV-Cre were from Vigene Bioscience. The titers of AAV2-CMV-Cre and AAV2-CMV-GFP were 1.62 × 10^13^ vg/ml and 3.2 × 10^13^ vg/ml, respectively.

### Whole-Mount Optic Nerve Preparation

Dehydration and clearing of optic nerves were performed based on previous studies (Erturk et al., 2012; Luo et al., 2013). Briefly, optic nerves were dehydrated in tetrahydrofuran (THF, 50%, 70%, 80%, 100%, and 100%, v/v % in distilled water for 20 min each, Sigma–Aldrich, St. Louis, MO, USA), then the nerves were transferred in benzyl benzoate/benzyl alcohol (BBBA, 2:1 in volume, Sigma–Aldrich, St. Louis, MO, USA) clearing solution for 20 min.

### Immunostaining

Frozen DRG or retinal sections of 20 μm thick were obtained with a cryostat. Whole-mount retinas were radially cut into a petal shape. After being washed with PBS at room temperature for 15 min, sections or whole-mount retinas were immunostained overnight at 4°C with primary antibody: mouse anti-βIII tubulin (Tuj1; 1:500, Biolegend 801202), rabbit anti-ARID1A (1:500, Atlas HPA005456), rabbit anti-Tuj1 (1:500, Biolegend 845501), mouse anti-Cre (1:500, Millipore MAB3120). Then, tissues were incubated for 2 h at room temperature with Alexa Fluor conjugated secondary antibodies (1:500, Alexa 488, Alexa 594, Alexa 647, Invitrogen). All antibodies were diluted in PBS, containing 0.3% Triton X-100 and 2% BSA. Three to four times of 15 min wash with PBS containing 0.3% Triton X-100 was performed following each antibody incubation.

### Imaging

Different experiments (sections and whole-mount) were imaged using Zeiss 780 or Nikon A1 with a motorized stage. All the images were z-projected to maximal intensity for quantification.

### ARID1A Signal Analysis

To analyze the protein level of *Arid1a* in all neurons, retinal or DRG sections were stained with rabbit anti-ARID1A and mouse anti-Tuj1 antibodies following the steps mentioned above (see “Immunostaining” section). Fluorescence intensity was measured using ImageJ, and the background fluorescence intensity was subtracted. Only Tuj1^+^ cells were measured.

### Analysis of RGC Transduction Rate

For quantification of RGC transduction rate, uninjured right retinas were taken from *Arid1a^f/f^* mice 2 weeks after intravitreal AAV2-Cre injection, and stained with mouse anti-Cre and rabbit anti-Tuj1 antibodies following the steps mentioned above (see “Immunostaining” section). For each mouse, the RGC transduction rate was calculated by dividing the average number of Cre^+^/Tuj1^+^ cells in one field by the average number of Tuj1^+^ cells.

### Measurement of RGC Survival Rate

To quantify the RGC survival rate, injured and intact retinas were taken from *Arid1a^f/f^* mice after AAV2 virus injection and ONC, then were stained with rabbit anti-Tuj1 antibody. For each flat-mounted retina, at least 14 fields were analyzed randomly obtained from the peripheral regions. RGC survival rate was calculated by dividing the average number of Tuj1^+^ cells in one field in the injured retina (right) by that in the uninjured retina (left). Only cells in the ganglion cell layer were counted.

### RGC Purification

The dissected retinas were dissociated in EBSS containing papain and DNase (Worthington) for 20 min at 37°C, with gentle shaking every 5 min, then digestion was stopped by adding Ovomucoid/EBSS (Worthington). The dissociated retinal cells were incubated with the FC block antibody (1:100, BD Biosciences 553141), and then stained with Thy1.2-PE antibody (1:100, Invitrogen 12-0902-82) and DAPI. Fluorescence-activated cell sorting (FACS) sorting was performed with a BD FACSAria IIIu instrument.

### RNA-Sequencing and ATAC-Sequencing

RNA-sequencing (RNA-seq) libraries from the purified RGCs were prepared using the Illumina RNA-Seq Preparation Kit. Total RNA sample QC was measured by Agilent 2100 Bioanalyzer (Agilent RNA 6000 Nano Kit). ATAC-sequencing (ATAC-seq) libraries were prepared from the purified RGCs using TruePrep DNA Library Prep Kit V2 for Illumin(Vazyme, TD-502). Libraries were sequenced on HiSeq X Ten, and 150 bp paired-end reads were generated. Raw read data were firstly filtered by using Trimmomatic (v. 0.36), and quality-controlled by using FastQC (v. 0.11.7; Andrews, 2010; Bolger et al., 2014). High-quality reads of RNA-seq were quantified using Salmon (v.1.0.0) with the parameter “—validate mappings —gcBias”, and the gene expression matrix was generated by tximport (v1.14.0; Soneson et al., 2015; Patro et al., 2017). Differential gene expression analysis was conducted using DESeq2 (v1.26.0) and increased and decreased expression were defined by log_2_(fold-change) > 0 and *P*-adjust < 0.05, and log_2_(fold-change) < 0 and *P*-adjust < 0.05, respectively (Love et al., 2014). High-quality reads of ATAC-seq were aligned using Bowtie 2 (v2.3.5.1) with the parameters “-X 2000—local” (Langmead and Salzberg, 2012). Diffbind (v.2.14.0) was then used for quantitative comparison of ATAC-seq data: peaks with increased and decreased chromatin accessibility after *Arid1a* deletion was defined by Fold > 0 and FDR < 0.05, or Fold < 0 and FDR < 0.05, respectively (Stark and Brown, 2011). Peak annotation was performed using ChIPseeker (v.1.22.1) at the genome level, and the promoter region was defined as ± 1,000 bp from TSS (Yu et al., 2015). Gene enrichment analysis was performed using clusterProfiler (v3.14.2; Yu et al., 2012). The mouse reference genome sequence (vM23) and gene annotation (vM23) were downloaded from GENCODE^1^. For genome browser representation, data in bigwig files (RPGC normalization) generated by deepTools (v3.3.1) were visualized using IGV (v. 2.4.10; Ramírez et al., 2014). DeepTools “computeMatrix,” “plotHeatmap,” and “plotProfile” functions were used to generate heatmaps and profile plots. For HOMER (v4.11) *de novo* motif analysis: findMotifsGenome.pl (-size 200 -S 10) was used for motif finding (Heinz et al., 2010). RGT-HINT was employed to execute differential footprints analyze (Li et al., 2019). RPKM values of ATAC-seq analysis were derived as follows: [(read-counts)/(region-length in kb)]/(total mapped reads in Mb). STRING (v11.0) and Cytoscape (v3.7.2) were adopted to create protein-protein interactions and visualization (Shannon et al., 2003). The transcription factors (TFs) regulating *Socs3* expression were explored with TRRUST (v2; Han et al., 2018).

### Statistical Analysis

For Statistics, we used GraphPad Prism software and data analyzed using a two-tailed unpaired student’s *t*-test to compare the differences. Data were shown as means ± Standard Error of Mean (SEM) of the mean. Statistical significance was set as *p* < 0.05.

## Results

### Axotomy Induces Robust Decreases of *Arid1a* in Sensory Neurons and Retinal Ganglion Cells

The peripheral nervous system (PNS) neurons spontaneously regenerate their axons and possess a strong growth capacity after injury, compared to CNS neurons (Chandran et al., 2016). To determine the role of *Arid1a* in the PNS axon injury response, we first investigated whether the expression levels of *Arid1a* in DRG neurons change day 1 or day 3 after sciatic nerve transection in CD-1 IGS mice. The results from quantitative real-time PCR (qRT-PCR) analysis showed mRNA levels of *Arid1a* dramatically decreased after SNI compared to the control group (Supplementary Figure S1A). Furthermore, double immunostaining of DRG sections with antibodies against ARID1A and Tuj1 confirmed that the protein levels of *Arid1a* gradually decreased in both cytoplasm and nucleus of DRGs after SNI (Supplementary Figures S1B–D), suggesting that both ARID1A protein synthesis and ARID1A protein transportation to the nucleus were reduced in DRG neurons after axonal injury.

To further investigate *Arid1a* is involved in nerve injury, we used an established ONC model to examine the pattern of *Arid1a* in response to CNS axon injury. Immunostaining analysis of retinal sections showed that ARID1A was observed in RGCs. The protein levels of *Arid1a* were unchanged at day 1 after ONC but drastically decreased at day 3 and day 7 after ONC in C57BL/6 mice (Figures 1A,B). Similar results were obtained through detecting *Arid1a* transcripts in purified RGCs at different time points after ONC with RNA-seq (data not shown). These results clearly show that axon injury induces a dramatic decrease of *Arid1a* in axotomized adult neurons, which suggests that *Arid1a* may play certain roles in regulating axon regeneration or neuronal survival after nerve injury.

**Figure 1:**
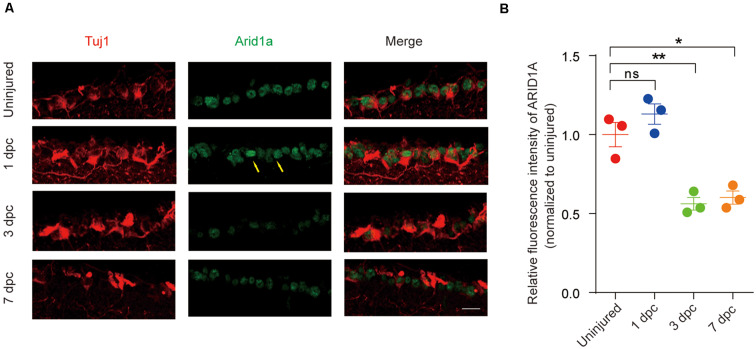
*Arid1a* expression is downregulated in retinal ganglion cells (RGCs) after optic nerve crush (ONC). **(A)** Retinal sections from C57BL/6 mice of different time points post-crush were collected and stained with Tuj1 (red), and ARID1A (green). Scale bar: 20 μm. **(B)** Quantification of relative fluorescence intensity of ARID1A staining in RGCs. Uninjured was used for normalization, for 1 dpc, ns, no significance; for 3 dpc, **p < 0.01; for 7 dpc, *p < 0.05. RGCs were analyzed from at least eight non-adjacent retinal sections for each animal, from three mice per group.

### Loss of *Arid1a* Promotes RGC Survival But Not Axon Regeneration *in vivo*

To further characterize the functional roles of *Arid1a* in axon regeneration and RGC survival, we performed *in vivo* conditional *Arid1a* knockout (*Arid1a* cKO) in mature RGCs by intravitreal injection of adeno-associated virus serotype 2 expressing Cre (AAV2-Cre) in *Arid1a^f/f^* mice, while AAV2-GFP was used as a control. Two weeks after the injection, immunostaining of whole-mount retinas with antibodies against Tuj1 and Cre showed that the virus transduction rate in RGCs was about 89% (Supplementary Figure S2A). Immunostaining analyses of *Arid1a* in retina cross-sections further showed that its protein levels in Tuj1 positive cells significantly decreased 2 weeks after AAV2-Cre injection, indicating *Arid1a* deletion in RGCs (Supplementary Figures S2B,C). Next, we analyzed the roles of *Arid1a* on axon regeneration and neuroprotection. The viruses injected mice were subjected to a standard ONC procedure 2 weeks after the injection, followed by a cholera toxin B subunit (CTB) injection to analyze neuronal survival and axon regeneration (Figure 2A). Significantly, we observed that 55 ± 5% of RGCs survived in *Arid1a* cKO mice, whereas only 35 ± 5% in control mice injected with AAV2-GFP (Figures 2B,C). However, in both control and *Arid1a* cKO mice, almost no CTB-labeled axon was observed beyond the crush site (Figure 2D). These results together verify that *Arid1a* deletion selectively affects RGC survival, but not axon regeneration.

**Figure 2:**
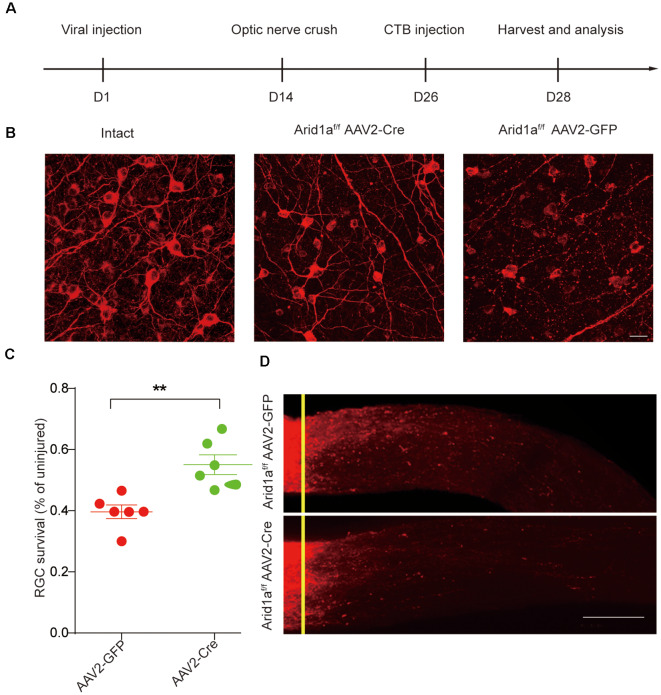
Loss of *Arid1a* promotes RGC survival. **(A)** Timeline of the experimental procedures. **(B)** Representative images of flat whole-mount retina stained with anti-Tuj1 from uninjured (intact), injured control (AAV2-GFP, Arid1a-WT), and injured *Arid1a^f/f^* mice (AAV2-Cre, Arid1a-cKO). Scale bar: 20 μm. **(C)** Quantification of RGC survival at 14 days post-crush, expressed as a percentage of the average number of Tuj1+ RGCs in the contralateral (intact) retina. **p < 0.01. *n* = 6 mice in each group. **(D)** Representative confocal images of CTB-labeled optic from *Arid1a^f/f^* mice with intravitreal injection of AAV2-GFP or AAV2-Cre viruses. *n* = 6 mice in each group. The yellow lines indicate the nerve crush sites. Scale bar: 100 μm.

### Transcriptome Analysis Reveals Dynamic Gene Expression Induced by Knocking Out *Arid1a* in Adult RGCs

To gain mechanistic insights into the effects of *Arid1a*, we employed a combinatorial assay that jointly profiles transcriptome and chromatin accessibility. To this end, we injected AAV2-Cre (hereafter called cKO) or AAV2-GFP (hereafter called WT) into the vitreous body of *Arid1a^f/f^* mice, waited 2 weeks, and performed ONC. Three days later, axotomized retinas were dissected out, and dissociated cells were subjected to FACS for RGC enrichment (Supplementary Figure S3A). FACS gating parameters were optimized to select cells based on size, viability (DAPI-negative cells), and Thy1.2-PE+ (a specific marker of RGCs) signal (Supplementary Figure S3B). Almost all FACS-purified cells were Tuj1 positive by immunostaining (Supplementary Figure S3C).

We first performed RNA sequencing (RNA-seq) to characterize the cellular state of adult RGCs upon *Arid1a* cKO. 

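RNA-seq libraries were made from retinal cells sorted with an antibody to Thy1.2, 3 days after ONC and with AAV2 injected 2 weeks before ONC. There were 3 libraries labelled WT (AAV2-GFP) and 3 labelled cKO (AAV2-Cre). The authors trimmed the reads, quantified transcripts with Salmon, summed them to genes with tximport, and deposited the TPM (transcript abundance scaled to a fixed sum per library) of 53974 genes in each library. TPM values keep no sequencing depth, so the depth behind each value is unknown and no counting interval can be given. Genes with a TPM of at least 1 in at least 3 of the 6 libraries were kept, which left 17555 genes. For these, log2(TPM + 1) was compared between the groups with limma, with p-values adjusted over all genes tested by the Benjamini-Hochberg method. A fold change on this scale understates the change of genes with a low TPM. *Arid1a*, the targeted gene, lies on chromosome 4 of GRCm38 from 133679008 to 133756769. The libraries labelled WT held 18.8, 11.7 and 14.1 TPM of *Arid1a* in replicates 1, 2 and 3, and the libraries labelled cKO held 18.8, 27.9 and 25.0 TPM. The mean was 14.9 ± 3.6 TPM (SD, n = 3) for the label WT and 23.9 ± 4.62 TPM (SD, n = 3) for the label cKO. The log2 fold change was 0.66 (standard error 0.28, adjusted p = 0.274 from limma), and it stayed between 0.51 and 0.83 when each library was left out in turn. All 3 libraries labelled cKO lay above all 3 labelled WT (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow), although replicate 1 of each label differed by less than the rounding shown. The authors' deposited comparison, made with DESeq2, gives *Arid1a* a log2 fold change of -0.079 with an adjusted p of 0.920. *Arid1a* RNA was therefore not lower in the libraries labelled cKO, and since the values are per gene, the floxed exons cannot be looked at alone. The RNA-seq libraries are named by their labels for this reason, and each direction given for them rests on those labels.

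**Figure D1:**
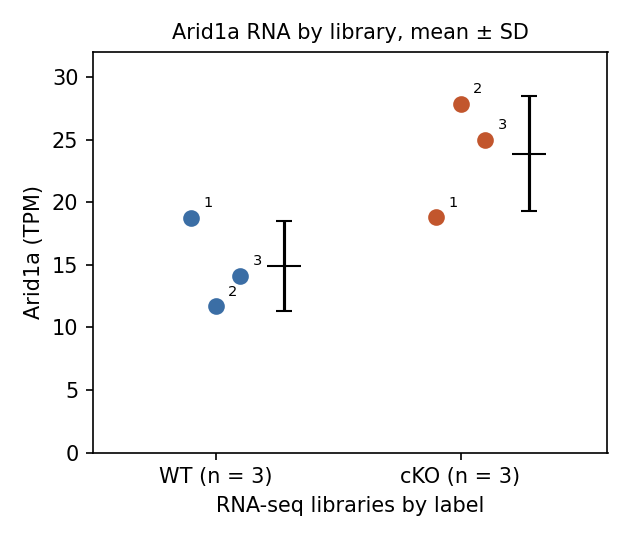
TPM of *Arid1a* in each RNA-seq library, grouped by label. Points are libraries with their replicate number, and the bars give the mean and SD of 3 libraries. The libraries labelled cKO sit between 18.8 and 27.9 TPM and those labelled WT between 11.7 and 18.8 TPM.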

RNA-seq analysis showed that *Arid1a* deletion in adult RGCs caused dramatic changes in gene expression (Figure 3A). 

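Pearson's r of log2(TPM + 1) across genes, which are not independent replicates, lay between 0.862 and 0.953 for libraries of the same label and between 0.851 and 0.918 for libraries of different labels. At an unadjusted p under 0.05 from limma, 3228 genes differed between the labels, or 18.4% of the genes tested, where 878 would be called by chance. Of these, 64.9% were higher in the libraries labelled cKO. The median log2 fold change of all genes was 0.16, and scaling each library by the median of ratios moved it to 0.01. After that scaling, 44.2% of the genes at an unadjusted p under 0.05 were higher. In 3275 genes (18.7%) every library labelled cKO lay above every library labelled WT, and in 1261 genes (7.18%) every one lay below, where chance gives 10% for both directions together.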

A total of 1,499 differentially expressed genes (DEGs, *P*-adjust < 0.05), including 411 upregulated and 1,088 downregulated genes, were identified in *Arid1a* cKO RGCs compared to WT RGCs (Figure 3A and Supplementary Table S1). 

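With the p-values adjusted over all genes tested, 1 gene was higher in the libraries labelled cKO at an adjusted p under 0.05 and 0 genes were lower, beside 2095 higher and 1133 lower genes at an unadjusted p under 0.05. The gene is *Gm47101*, a predicted gene that is listed at 0 in the 3 libraries labelled WT and at 41.01, 52.06 and 55.17 TPM in those labelled cKO (adjusted p = 0.00176 from limma). In the authors' deposited comparison the same gene is listed with an adjusted p of 1, which may stand for a missing value. The lowest adjusted p of a gene lower in the libraries labelled cKO was 0.0856. Without the trend in limma's variance estimate the counts were 4 higher and 0 lower, and with the replicate number as a block they were 1 and 1. The count of lower genes was also 1 when WT replicate 2, cKO replicate 1 or cKO replicate 3 was left out. The genes called in the authors' deposited comparison had the same direction here: 1498 of them were tested, and 1498 changed the same way. Of these, 1298 had an unadjusted p under 0.05. The 1056 genes that the authors call lower had a median log2 fold change of -1.30 here, and the 442 they call higher had a median of 1.16. Across genes, Pearson's r between the log2 fold changes given here and the authors' was 0.926.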

To identify the biological pathways perturbed by *Arid1a* deletion, we subjected the DEGs to the Kyoto encyclopedia of genes and genomes (KEGG) analysis. 

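The KEGG lists were not used here, and lists of genes written by hand from general knowledge stand in for them. They were written with the paper's differentially expressed genes in view, so they are not independent of these libraries. Each was tested with limma's camera at a preset correlation between genes of 0.01, with adjustment over 5 lists. Of the phototransduction list, 35 genes were tested and all 35 were higher in the libraries labelled cKO, with a median log2 fold change of 1.29 (adjusted p = 3.90e-17 from limma's camera). None of the 35 passed an adjusted p under 0.05 over all genes tested. At an unadjusted p under 0.05 there were 30, and as many when adjusted over the list alone. After scaling by the median of ratios the median was 1.12. With Reactome's list for visual phototransduction in place of the list written by hand, the median was 0.35 and the adjusted p 0.0148. The cholinergic synapse list had a median log2 fold change of 0.34 over 92 genes, 58 of them higher, and was not called (adjusted p = 0.294 from limma's camera). With limma's fry, each of the 5 lists was called, at adjusted p between 0.0151 and 0.0260. Fry allows for the correlation between genes seen in the data, but asks whether the genes of a list change at all. Camera asks whether they change more than the other genes. With the correlation estimated within camera none of the 5 was called, at adjusted p between 0.0921 and 0.383.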

The results showed that upregulated genes were involved in phototransduction, cholinergic synapse, and synaptic vesicle cycle, suggesting that *Arid1a* might associate with synapse transmission (Figure 3B). 

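Reactome's list for T cell receptor signaling had a median log2 fold change of -0.43 over 51 genes in the libraries labelled cKO, with 35 genes lower and 16 higher (adjusted p = 2.79e-09 from limma's camera, over 24 lists). Its interferon signaling list had a median of -0.91 over 109 genes, with 88 lower and 21 higher (adjusted p = 1.55e-18 from limma's camera). None of these genes was lower at an adjusted p under 0.05 over all genes tested, beside 20 genes of the first list and 51 of the second at an unadjusted p under 0.05. Adjusted over the list alone, 17 and 31 were lower. With fry the adjusted p was 0.0546 for the first list and 0.0480 for the second, and with an estimated correlation it was 0.197 for each. The gene for the T cell receptor subunit *Cd3e* had 70.7 ± 13.3 TPM (SD, n = 3) in the libraries labelled WT and 12.7 ± 3.70 TPM (SD, n = 3) in those labelled cKO, a log2 fold change of -2.41 (standard error 0.29, adjusted p = 0.124 from limma).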

The characteristics of downregulated genes in *Arid1a* cKO RGCs were related to viral infection, cell adhesion, and immune response, etc. (Figure 3B). Furthermore, gene set enrichment analysis (GSEA) indicated that genes related to apoptosis were downregulated in *Arid1a* cKO RGCs compared to WT RGCs, whereas upregulated genes participated in the synaptic vesicle cycle (Figure 3C). 

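Of the apoptosis list written by hand, 121 genes were tested; 82 were lower and 39 higher in the libraries labelled cKO, with a median log2 fold change of -0.34 (adjusted p = 2.52e-08 from limma's camera). Adjusted over the list alone, none of the 121 genes was called, beside 30 lower and 4 higher at an unadjusted p under 0.05. Reactome's apoptosis list, with 134 genes tested, had 68 lower and 66 higher, a median of -0.04 and an adjusted p of 0.00445. The synaptic vesicle cycle list had 53 of 66 genes higher and a median of 0.66 (adjusted p = 1.19e-06 from limma's camera), and 21 of its genes were called when adjusted over the list alone. Reactome's list for the neurotransmitter release cycle had 37 of 40 genes higher and a median of 0.72. From the pathways of the upregulated genes, the paper proposes that *Arid1a* might be associated with synapse transmission.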

To further explore mechanisms underlying RGC survival mediated by *Arid1a* deletion, we performed the protein-protein interactions (PPIs) of differentially expressed genes. 

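*Tlr2* had 21.2 ± 5.71 TPM (SD, n = 3) in the RNA-seq libraries labelled WT and 11.2 ± 3.83 TPM (SD, n = 3) in those labelled cKO, a log2 fold change of -0.88 (standard error 0.33, adjusted p = 0.227 from limma). It was lower in all 3 libraries labelled cKO than in any labelled WT (exact two-sided permutation test, p = 0.1, the smallest possible). Over the 30 genes of Fig. 3D, 30 were lower, with log2 fold changes from -2.39 to -0.88, and in 24 of them the groups did not overlap. None passed an adjusted p under 0.05 over all genes tested. At an unadjusted p under 0.05 there were 26, and as many when adjusted over the list alone. The paper chose the list on these same libraries, so that count is not independent evidence. In 10% of genes the groups would not overlap by chance.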

Strikingly, we observed some of the 30 genes with the highest degree shown in the circular layout were related to neuronal survival, such as *Stat1*, *Tlr2* (Figure 3D; Stivers et al., 2017; Liu et al., 2019).

**Figure 3:**
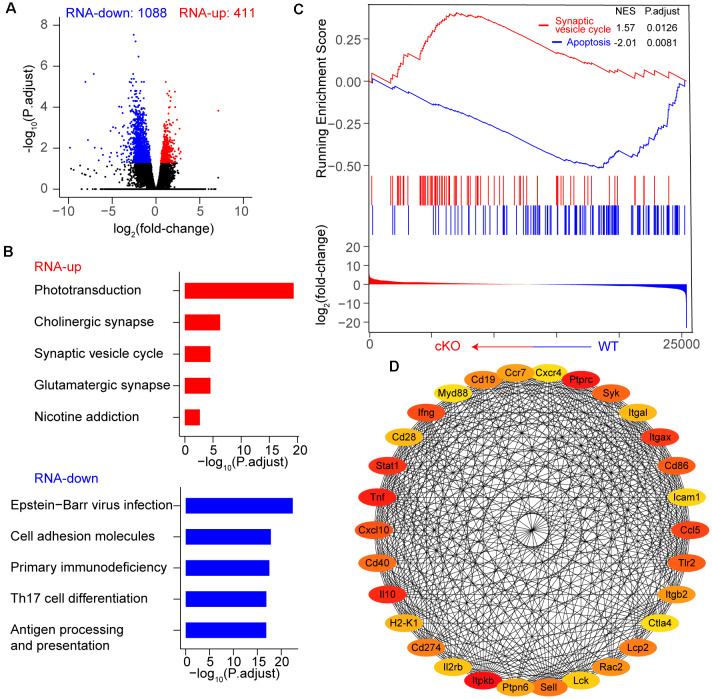
Transcriptome dynamic changes of RGCs after *Arid1a* deletion. **(A)** Volcano plot of log_2_ (fold-change) vs. –log_10_ (P.adjust) representing gene expression changes between WT and *Arid1a* cKO RGCs. **(B)** Kyoto encyclopedia of genes and genomes (KEGG) analysis of these differentially expressed genes in **(A)**, the terms with the five highest –log_10_ (P.adjust) are shown as a bar plot. **(C)** Gene set enrichment analysis (GSEA)-KEGG pathway analysis of RNA-seq data. **(D)** The protein-protein interactions of differentially expressed genes, only the 30 genes with the highest degree (low values to dark colors) are shown in a circular layout.

### ATAC-Seq Analysis Shows Widespread Chromatin Accessibility Changes in *Arid1a*-Deleted RGCs

*Arid1a*, as a core subunit of the SWI/SNF chromatin-remodeling complex, functions to interact with DNA and is directly involved in regulating chromatin plasticity (Sun et al., 2016). 

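The authors deposited a list of ATAC-seq peaks for each of 2 WT and 2 cKO libraries, called per library, and a comparison of 16600 regions made with DiffBind from those libraries. The peak lists give chromosome, start and end on GRCm38 and no height or p-value. WT replicate 1 had 76522 peaks, WT replicate 2 had 42265, cKO replicate 1 had 55902 and cKO replicate 2 had 68317. The median peak was 328 and 348 bp wide in the WT libraries and 276 and 292 bp in the cKO libraries. The comparison gives for each region the log2 of the mean normalized reads per group, their difference (Fold, cKO minus WT, log2) and DiffBind's false discovery rate (FDR), all made by the authors. It holds no value per library, so no spread between replicates can be given for a region. Gene positions were taken from RefSeq on GRCm38.p6, which lists no strand here, so a promoter was taken as the 1000 bp on each side of either end of a gene. With 2 libraries against 2, no exact test can reach a p under 0.05, and none was run between the groups.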

Next, to investigate how chromatin accessibility changes upon *Arid1a* deletion, we performed an assay for transposase-accessible chromatin using sequencing (ATAC-seq) of biological replicates (*n* = 2 for each group) of purified RGCs with and without *Arid1a* after ONC. We found that there were very similar chromatin-accessibility profiles for the biological replicates in each group (Supplementary Figures S4A,B). In contrast, the accessible chromatin landscapes in *Arid1a* cKO RGCs were significantly different from that of WT RGCs (Figure 4A; Supplementary Figure S4C). Furthermore, by quantifying signal intensities, 52 gained-open, and 6,179 gained-closed peaks were identified in *Arid1a* cKO RGCs compared with WT RGCs (Figure 4A). Moreover, genome annotation of gained-closed sites in *Arid1a* cKO RGCs exhibited a wide genomic distribution, including promoter regions, intergenic regions, introns, and exons. 

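Of the peaks of WT replicate 1, 13.6% overlapped a peak of WT replicate 2 by at least 1 bp, and 24.4% of the peaks of WT replicate 2 overlapped one of WT replicate 1. When the peaks of WT replicate 2 were moved along the chromosomes by 20 fixed distances, the first share was 1.51% (between 1.40% and 1.69%). Of the peaks of cKO replicate 1, 3.39% overlapped a peak of cKO replicate 2, and 2.77% of those of cKO replicate 2 overlapped one of cKO replicate 1. With the peaks of cKO replicate 2 moved, the share of cKO replicate 1 was 2.00% (between 1.91% and 2.10%). Between the groups, 3.48% of the peaks of cKO replicate 1 overlapped a peak of WT replicate 1 and 2.48% a peak of WT replicate 2, and with the WT peaks moved these shares were 2.34% and 1.46%. Wilson 95% intervals put the share of cKO replicate 1 peaks found in cKO replicate 2 between 3.24% and 3.54%, and the share found in WT replicate 1 between 3.33% and 3.64%. When a reciprocal overlap of 50% was asked for, the shares between replicates were 9.32% and 16.9% for WT and 1.51% and 1.23% for cKO, and those of cKO replicate 1 were 1.29% with WT replicate 1 and 0.866% with WT replicate 2. Intervals cover counting error only.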

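Within 1000 bp of a gene end lay 17.8% of the peaks of WT replicate 1 (Wilson 95% interval 17.5% to 18.1%), 25.2% of WT replicate 2 (24.8% to 25.6%), 9.00% of cKO replicate 1 (8.77% to 9.24%) and 8.02% of cKO replicate 2 (7.82% to 8.22%). The same peaks moved along the chromosomes by 20 fixed distances gave 7.50%, 8.52%, 8.17% and 7.67%. The share in place was thus 2.37 and 2.95 times that of the moved peaks in the WT libraries and 1.10 and 1.05 times in the cKO libraries. Of the 10393 peaks of WT replicate 1 that overlapped a peak of WT replicate 2, 70.4% lay at a gene end, and of the 1894 peaks of cKO replicate 1 that overlapped a peak of cKO replicate 2, 9.93% did.

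**Figure D2:**
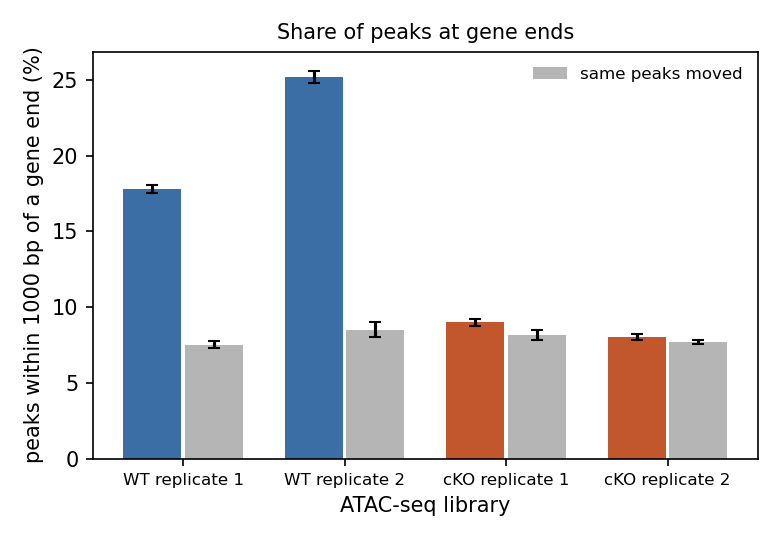
Share of each ATAC-seq library's peaks within 1000 bp of a gene end (coloured bars, with Wilson 95% intervals) and of the same peaks moved along the chromosome (grey bars, mean with the lowest and highest of 20 moves). The WT libraries stand at 17.8% and 25.2% and the cKO libraries at 9.00% and 8.02%, beside 7.50% to 8.52% for moved peaks.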

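In the authors' deposited comparison, 6783 of the 16600 regions have an FDR under 0.05 and a Fold under 0, and 93 have an FDR under 0.05 and a Fold over 0. At an FDR under 0.01 the authors' values give 5009 and 2 regions. With an FDR under 0.05 and an absolute Fold over 2, 6220 gained-closed regions are left. The median Fold over all regions is -1.57, and 77.3% of regions have a Fold under 0. Summed over all regions, the normalized reads come to 461251 for WT and 121688 for cKO. Of the 10259 regions with a peak in both WT libraries, 99.4% have a Fold under 0, with a median of -2.42; their median is 28.1 normalized reads in WT and 5.66 in cKO. The gained-open regions all have a peak in both cKO libraries and in neither WT library, and the regions with such peaks have a median Fold of 1.69. The region with the most reads, on chromosome 17 of GRCm38 from 39843323 to 39846746, has a peak in all 4 libraries and a Fold of -2.85. No paired analysis was possible because the comparison gives group values alone.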

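Of the gained-closed regions, 12.7% lay elsewhere in a gene (Wilson 95% interval 12.0% to 13.5%) and 4.36% between genes (3.90% to 4.88%), with the rest within 1000 bp of a gene end. Exons and introns are not told apart in the gene table used. Among the 9724 regions with an FDR of 0.05 or more, 24.4% lay within 1000 bp of a gene end, 42.2% elsewhere in a gene and 33.4% between genes. Of the gained-open regions, 7.53% lay at a gene end (3.69% to 14.7%), 55.9% elsewhere in a gene and 36.6% between genes.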

We also observed that 83.31% of these gained-closed peaks were mapped to promoter regions, which controlled the expression of associated genes (Figure 4B, Supplementary Figures S4D,E). 

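Within 1000 bp of a gene end lay 5624 of the gained-closed regions, or 82.9% (Wilson 95% interval 82.0% to 83.8%). Within 3000 bp the share was 88.0%, and at an FDR under 0.01 it was 86.3%. To see how these regions relate to RNA, genes tested by RNA-seq were split by their promoter regions. The 6231 genes with a gained-closed region at an end had a median log2 fold change of 0.16 in the RNA-seq libraries labelled cKO, and the 1761 genes with promoter regions none of which was gained-closed had a median of 0.13. The difference of 0.04 lay at the upper end of what 10000 random draws of genes matched on mean expression gave, from -0.02 to 0.04 (two-sided permutation p = 0.0423). It no longer passed 0.05 with the library labelled WT replicate 2 left out (0.00337, permutation p = 0.943 from the draws), nor with WT replicate 3 (p = 0.138), cKO replicate 1 (p = 0.120) or cKO replicate 2 (0.00534, p = 0.931) left out. The alternatives to the FDR, the pseudocount, the scaling and the fold changes gave p between 0.0798 and 0.220 from the draws. Genes are not independent replicates, and these p-values describe the present libraries. The paper states that the promoters to which these peaks map controlled the expression of the associated genes.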

We next used *de novo* motif analysis to identify the top five binding site motifs for TFs in ATAC-seq gained-closed peaks at promoter regions in *Arid1a* cKO RGCs (Figure 4C). Correspondingly, *Arid1a* deletion in adult RGCs led to a dramatic decrease in the activity of TFs (Figure 4D). 

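Of the 131 genes of the apoptosis list written by hand, 76 had a promoter region in the authors' ATAC-seq comparison, and 72 of these (94.7%) had a gained-closed one. Of the 10212 other genes with a promoter region, 7529 (73.7%) did (Fisher's exact test, two-sided, odds ratio 6.41, p = 4.50e-06, adjusted p = 3.15e-05 over 7 lists). Among genes also tested by RNA-seq, 71 of 75 apoptosis genes (94.7%) had a gained-closed promoter, against 78.7% (95% of draws between 69.3% and 88.0%) in 10000 random draws of genes matched on mean expression (two-sided permutation p = 0.0002, the smallest the draws can give). By the same exact test, the list of JAK-STAT signaling genes stood at 38 of 53 genes (71.7%, adjusted p = 0.880), the synaptic vesicle cycle list at 32 of 38 (84.2%, adjusted p = 0.306), the cholinergic synapse list at 32 of 43 (74.4%, adjusted p = 1) and the phototransduction list at 4 of 8 (50.0%, adjusted p = 0.306). Of the housekeeping genes with a promoter region, 15 of 17 (88.2%) had a gained-closed one. Of the 6783 gained-closed regions, 6777 have a peak in both WT libraries. The draws were not matched on ATAC-seq signal in WT, so a higher WT signal at apoptosis genes is not excluded. Autophagy genes were not analysed here. *Elk1*, on the X chromosome, had a gained-closed region from 20950381 to 20951091 with a Fold of -3.39 (the authors' FDR 0.000948). Its RNA stood at 20.3 ± 7.89 TPM (SD, n = 3) in the libraries labelled WT and 28.8 ± 0.874 TPM (SD, n = 3) in those labelled cKO, a log2 fold change of 0.55 (standard error 0.31, adjusted p = 0.380 from limma).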

KEGG analysis of these genes associated with gained-closed peaks at the promoter regions in *Arid1a* cKO RGCs revealed enrichment for terms related to autophagy and apoptosis (Figure 4E). For example, the previous study reported that the nuclear transcription factor E-26-like protein 1 (*Elk1*) overexpression decreased viability in primary neurons, whereas *Elk1* knockdown increased viability (Barrett et al., 2006). Together, these results indicate that *Arid1a* deletion in adult RGCs leads to significantly reduced transcriptional activation and chromatin accessibility, which are associated with RGC survival.

**Figure 4:**
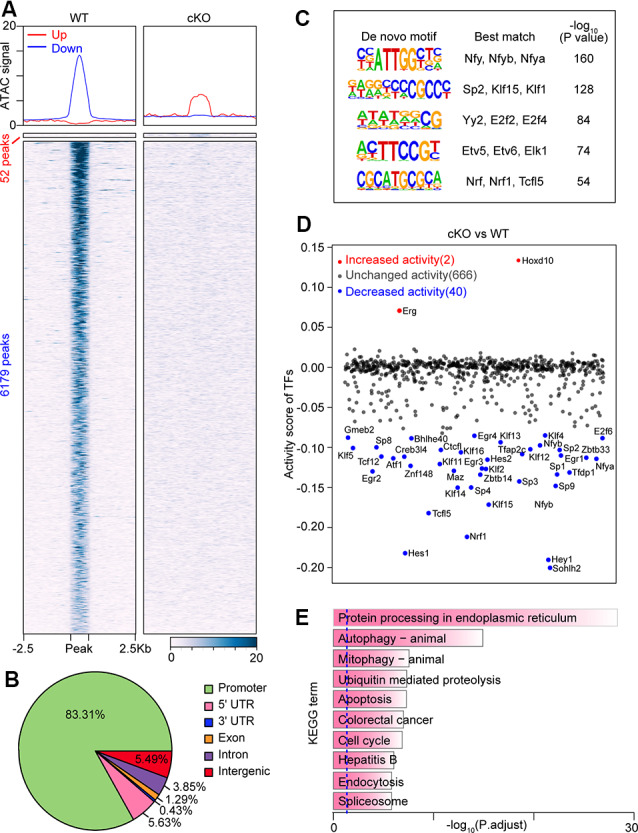
Loss of *Arid1a* leads to disturbed chromatin accessibility and binding of transcription factors (TFs) in RGCs. **(A)** Average profiles and heatmaps of chromatin accessibility within ±2.5 kb of groups of peaks. Up and Down: peaks with increased and decreased chromatin accessibility after *Arid1a* deletion in RGCs separately. **(B)** Pie chart showing the distribution of peaks with reduced ATAC signal caused by *Arid1a* loss at annotated genomic regions. **(C)** Sequence logos corresponding to enriched elements identified by *de novo* motif analysis of peaks with a decrease in chromatin accessibility at the promoter regions after *Arid1a* deletion in RGCs. **(D)** Scatter plot showing changes of TFs’ activity predicated using ATAC-seq data after *Arid1a* deletion in RGCs. **(E)** KEGG pathway enrichment analysis of genes annotated in these peaks defined in **(C)**.

### SOCS3 Acts as a Downstream Target of ARID1A to Modulate Neuronal Survival

By comparing the two sets of data, we observed a substantial overlap of genes associated with closed chromatin regions at the promoter (Supplementary Table S2) and downregulated genes (Supplementary Table S1) in *Arid1a* cKO RGCs (Figure 5A). 

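The genes that could have passed both criteria are the 7992 genes tested by RNA-seq that have a promoter region in the ATAC-seq comparison, of which 78.0% have a gained-closed one. No gene was lower at an adjusted p under 0.05 in the libraries labelled cKO, so 0 genes overlapped and no odds ratio can be given. At an unadjusted p under 0.05, a threshold chosen after that count was seen, 308 of these genes were lower and 202 of them (65.6%) had a gained-closed promoter, where 240 would by chance (Fisher's exact test, two-sided, odds ratio 0.52, p = 3.63e-07). Among the other genes the share was 78.5%. With the authors' deposited calls, 304 of these genes were lower and 204 (67.1%) had a gained-closed promoter, where 237 would by chance (odds ratio 0.56, p = 7.94e-06). Of the genes higher in the libraries labelled cKO by the authors' calls, 91 of 144 (63.2%) had a gained-closed promoter (odds ratio 0.48, p = 4.29e-05). Of those higher at an unadjusted p under 0.05, 594 of 819 (72.5%) had one (odds ratio 0.72, Fisher's exact p = 0.000106).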

Next, KEGG pathway analysis was performed to reveal characteristics of 180 overlapped genes (*P*-adjust < 0.05), and showed enrichment of pathways related to apoptosis (*Capn2*, *Ctsc*, and *Fos*, etc.) and JAK-STAT signaling pathway (*Socs1*, *Socs3*, and *Stat1*, etc.; Figure 5B). These findings support the idea that apoptosis programs may be repressed by *Arid1a* deletion, thereby leading to improved RGC survival.

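*Socs1*, on chromosome 16 from 10783808 to 10785536, had 11.9 ± 0.729 TPM (SD, n = 3) in the RNA-seq libraries labelled WT and 2.83 ± 1.05 TPM (SD, n = 3) in those labelled cKO, a log2 fold change of -1.79 (standard error 0.31, adjusted p = 0.124 from limma). The region at its promoter, from 10784740 to 10786572, had 108 normalized reads in WT and 10.8 in cKO, a Fold of -3.32 (the authors' FDR 1.36e-06). *Capn2* had 89.2 ± 23.9 TPM (SD, n = 3) for the label WT and 50.1 ± 12.3 TPM (SD, n = 3) for the label cKO, a log2 fold change of -0.81 (standard error 0.28, adjusted p = 0.199 from limma), with a promoter Fold of -2.05. *Ctsc* fell by 0.89 on the log2 scale (standard error 0.33, adjusted p = 0.223 from limma) and *Fos* by 0.99 (standard error 0.35, adjusted p = 0.209); for both, the highest library labelled cKO lay above the lowest labelled WT. The promoter region of *Ctsc* had a Fold of -2.0, and the pair of regions at *Fos* had Folds of -5.16 and -2.44. The list of JAK-STAT signaling genes written by hand had 70 of 97 genes lower and a median log2 fold change of -0.44 (adjusted p = 1.10e-10 from limma's camera), with 11 genes lower and 1 higher when adjusted over the list alone. All 14 genes of Fig. 5B were lower in the libraries labelled cKO, with log2 fold changes from -1.79 to -0.73, and in 10 of them the groups did not overlap, where chance gives 10%. None passed an adjusted p under 0.05 over all genes tested, beside 13 at an unadjusted p under 0.05 and 12 when adjusted over the list alone, a list the paper chose on these libraries. All 14 have a gained-closed promoter region. From the pathways of the overlapped genes, the paper proposes that *Arid1a* deletion may repress apoptosis programs and so improve RGC survival.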

**Figure 5:**
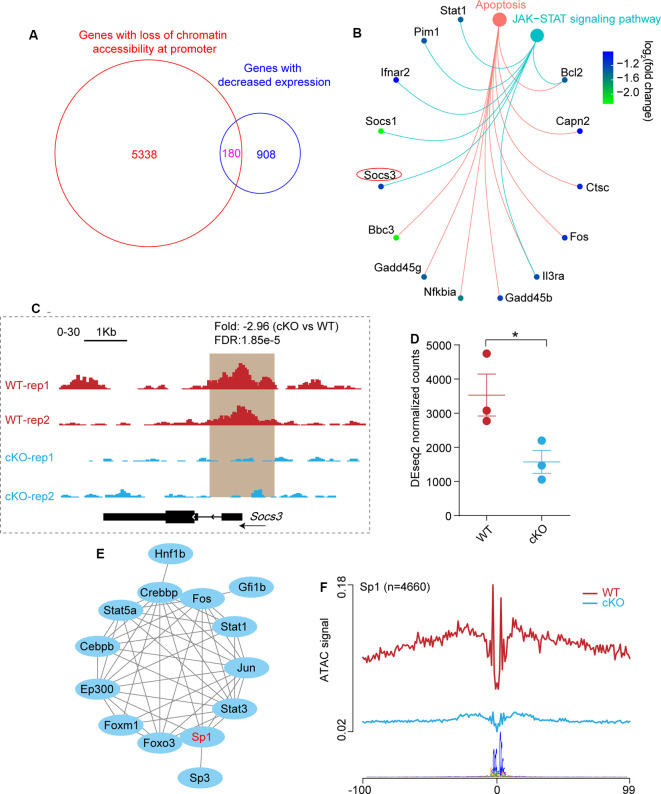
The absence of *Arid1a* protects RGCs from apoptosis through regulating the expression of *Socs3*. **(A)** Venn diagram shows the overlap of genes with significantly reduced ATAC-seq signal at the promoter regions and genes with decreased expression in *Arid1a* deleted RGCs. **(B)** KEGG analysis of these overlapped genes in (A), two terms related to apoptosis (P.adjust < 0.05) are shown. **(C)** Genome-browser view at the *Socs3* gene of different ATAC-seq data sets. Regions with a reduced ATAC-seq signal was highlighted in a brown background. **(D)** Statistical comparison of *Socs3* expression before and after *Arid1a* deletion in injured RGCs. *P < 0.05. **(E)** The protein-protein interactions of different TFs which regulate *Socs3* expression identifying with TRRUST. **(F)** Average profile showing differential footprinting of Sp1 at 4,660 sites.

Previous studies showed that *Socs3* deletion promoted RGC survival and axon regeneration (Smith et al., 2009; Luo and Park, 2012). 

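*Socs3* lies on chromosome 11 of GRCm38 from 117966079 to 117970336. Within 5000 bp of it, WT replicate 1 lists 3 ATAC-seq peaks, WT replicate 2 lists 2, cKO replicate 1 lists 1 and cKO replicate 2 lists 0. The region from 117968596 to 117970137, inside the gene at its higher-numbered end, has a peak in both WT libraries and in neither cKO library. It had 71.5 normalized reads in WT and 9.19 in cKO, a Fold of -2.96 with an FDR of 1.85e-05, all as the authors' comparison gives them. The region from 117963269 to 117964045, beyond the lower-numbered end of the gene, overlaps a peak of both WT libraries and of cKO replicate 1. It had 32.7 and 10.7 normalized reads, a Fold of -1.60, and did not pass the FDR of 0.05 (FDR 0.0517).

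**Figure D3:**
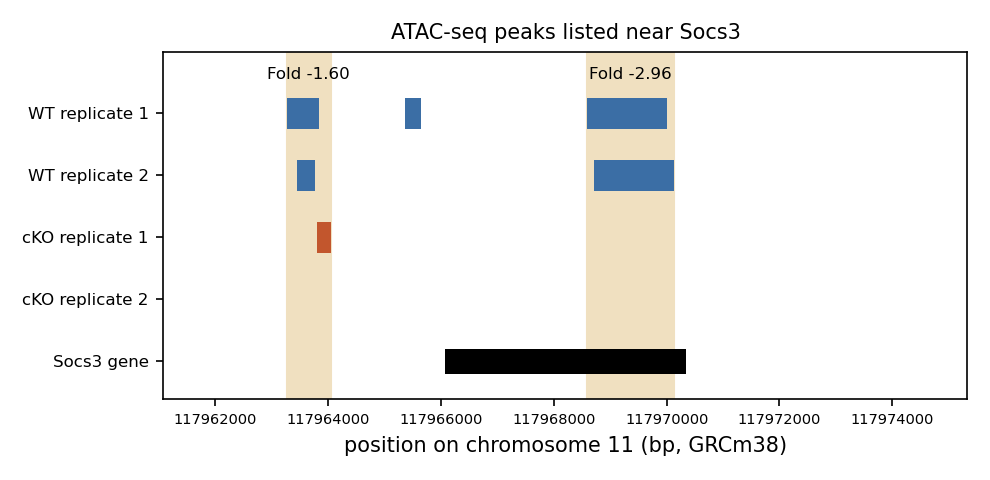
ATAC-seq peaks listed in each library within 5000 bp of *Socs3*, by position on chromosome 11 in bp, with the gene below. Shaded bands are the regions of the authors' comparison, with a Fold of -1.60 and -2.96; the second band holds WT peaks alone.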

Here, we observed significantly reduced chromatin accessibility at the *Socs3* locus in *Arid1a* cKO RGCs, indicating correlated with decreased gene expression (Figure 5C). 

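In the RNA-seq libraries labelled WT, *Socs3* stood at 144, 154 and 258 TPM in replicates 1, 2 and 3, and in those labelled cKO at 87.4, 63.9 and 130 TPM. The means were 185 ± 63.2 TPM (SD, n = 3) and 93.7 ± 33.4 TPM (SD, n = 3). The log2 fold change was -0.98 (standard error 0.34, adjusted p = 0.206 from limma, with an unadjusted p of 0.0242). Every library labelled cKO lay below every one labelled WT (exact two-sided permutation test, p = 0.1, the smallest p that 3 against 3 allow). Leaving out each library in turn moved the log2 fold change from -1.25 to -0.72, and after scaling by the median of ratios it was -1.15. The authors' deposited comparison gives -1.17 with an adjusted p of 0.0320.

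**Figure D4:**
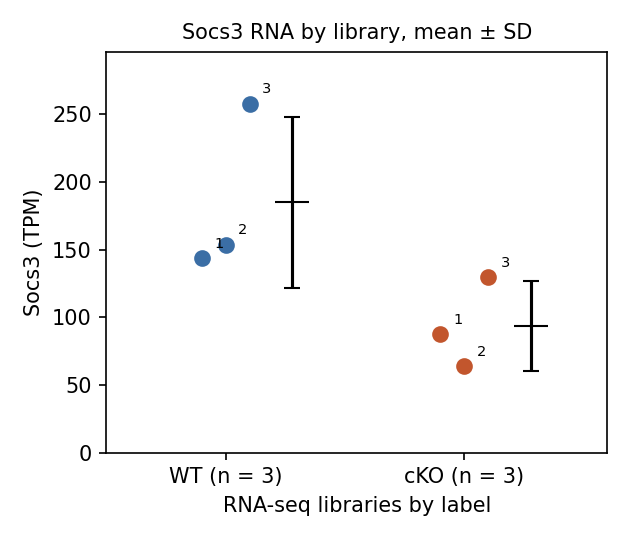
TPM of *Socs3* in each RNA-seq library, grouped by label. Points are libraries with their replicate number, and the bars give the mean and SD of 3 libraries. The libraries labelled cKO sit between 63.9 and 130 TPM, below those labelled WT at 144 to 258 TPM.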

Besides, quantitative transcriptome analysis by RNA-seq showed that there was a markedly reduced signal for *Socs3* in* Arid1a* cKO RGCs compared to WT RGCs (Figure 5D). By using the TRRUST tool, the PPI network analysis revealed that 14 TFs could regulate *Socs3* expression (Figure 5E), in which Sp1 had low transcriptional activity in *Arid1a* cKO RGCs (Figure 4D). Furthermore, the average profile showed that the ATAC signal of Sp1 was dramatically reduced in *Arid1a* cKO RGCs (Figure 5F). Notably, Sp1 has been shown to regulate *Socs3* expression and neuronal apoptosis (Wiejak et al., 2012; Qi et al., 2014). Together, these results suggest that *Socs3* may be a functional downstream target of *Arid1a*.

## Discussion

RGCs are the only output neuron of the retina, and their axons exit the eye to form the optic nerve, which relays visual information to retinorecipient areas in the brain (Laha et al., 2017). Like most CNS neurons in mature mammals, RGCs fail to regenerate in disease and after injury, eventually even leading to irreversible blindness (Benowitz et al., 2017; Laha et al., 2017). Up to date, there is indeed no effective therapy to restore visual functions after RGC axon injury. Over the last decade or two, much effort has been devoted to exploring visual repair strategies, including removing extracellular inhibitory factors [e.g., Nogo and its receptors (Fischer et al., 2004; Su et al., 2008)], and enhancing intrinsic regenerative capacity [e.g. *Pten*, *Klf4*, *Socs3*, and *Lin28* (Park et al., 2008; Moore et al., 2009; Smith et al., 2009; Wang et al., 2018)]. Generally, axon regeneration and RGC survival may involve distinct mechanisms (Goldberg et al., 2002). For instance, manipulation of some genes, such as *Pten* or *c-myc* (Park et al., 2008; Belin et al., 2015), in RGCs significantly promotes neuronal survival and axon regeneration, and that of other genes, including *Klf4*, *Lin28* or *Gal-3* (Moore et al., 2009; Abreu et al., 2017; Wang et al., 2018), contributes to only one. Despite significant advances, the level of RGC survival and the extent of axon regeneration is still limited.

A previous study reported that epigenetic reprogramming mediated by *Arid1a* deletion improves mammalian regeneration and suggests strategies to promote tissue repair after injury (Sun et al., 2016). We, therefore, reasoned that *Arid1a* deletion in mature RGCs could also sustain neuronal survival and encourage axon regeneration after optic nerve injury. Our study first revealed that the mRNA (data not shown) and protein levels of *Arid1a* in a mixed population of RGCs markedly decreased at day 3 and day 7 after optic nerve injury. However, it is worth noting that following optic nerve injury, no significant changes of *Arid1a* mRNA were observed in some subtypes of RGCs (Bray et al., 2019; Tran et al., 2019). Generally, RGCs are a heterogeneous population of cells divided into different subtypes based on functional, morphological, and molecular features (Sanes and Masland, 2015). We thus consider that this discrepancy may be caused by the different RGC populations of the samples. We next showed that conditionally knocking out *Arid1a* results in a markedly increased survival rate of RGCs 2 weeks after ONC. In contrast, *Arid1a* deletion was insufficient to boost neurite outgrowth and axon regeneration after optic nerve injury. These findings indicate that the absence of *Arid1a* has a potent neuroprotective effect on RGC apoptosis induced by axon injury, but insignificantly affects axon growth. A more recent study showed that few RGCs die during the first 3 days after optic nerve injury, ~70% die over the next 5 days, and nearly all are lost within a month (Tran et al., 2019). Therefore, at the early stage of axon injury, there may be a fairly narrow therapeutic window in which RGCs can be stimulated to regenerate axons while still relatively healthy. It is possible to extend the window for treatments that might stimulate axon regeneration *via* sustaining RGC survival. For example, *Bax* deletion leads to up to 80% of RGCs to survive 8 weeks after optic nerve injury and enables RGCs to regenerate axons even despite postponed initiation of CNTF-induced regenerative program for several weeks (Yungher et al., 2017). Besides, a few studies suggest that partial visual functional recovery might be attributed to only a small percentage of RGCs to regenerate axons back to the original targets despite full-length axon regeneration (de Lima et al., 2012; Lim et al., 2016). Thus, strategies increasing neuronal survival *via* distinct underlying mechanisms are still necessary to improve combinatorial therapies for visual recovery after optic nerve injury. Our study provided clear and strong evidence that deleting *Arid1a* can promote neuronal survival, suggesting a new protective strategy for RGC loss associated with axon injury.

As key roles in axon growth of RGCs during development, transcription factors might be manipulated to enhance RGC survival and optic nerve regeneration in adults. Recent studies reported that overexpression of *c-Myc* or knockdown of *Klf9* significantly promotes neuronal survival and axon regeneration after ONC (Belin et al., 2015; Apara et al., 2017). Additionally, *Klf4* deletion or *Lin28* overexpression produces optic nerve regeneration but not RGC survival (Moore et al., 2009; Wang et al., 2018). Tet signaling is also required for induced axon regeneration in adult RGCs with the specific involvement of *Tet1* (Weng et al., 2017). Interestingly, *Sox11* overexpression in RGCs boosts robust axon regeneration in a subset of RGCs after optic nerve injury but also kills α-RGC (Norsworthy et al., 2017). A recent study showed that deleting *Arid1a*, a core subunit of* the* SWI/SNF chromatin-remodeling complex substantially improves mammalian regeneration and soft tissue healing (Sun et al., 2016). In this study, we found that the deletion of *Arid1a* promotes RGC survival after optic nerve injury by regulating chromatin accessibility. Together, our work adds another important landmark toward intrinsic epigenetic reprogramming mechanisms that increase RGC survival following optic nerve injury in adults.

Further, we performed a co-assay of ATAC-seq and RNA-seq to explore intrinsic molecular mechanisms by which deleting *Arid1a* can promote RGC survival* in vivo* after optic nerve injury. We observed that *Arid1a* deletion leads to significantly reduced chromatin accessibility and transcriptional activation in adult RGCs. Importantly, joint profiling showed that *Arid1a* deletion significantly reduces ATAC-seq signal at *Socs3* loci, and decreased RNA-seq signal of *Socs3* mRNA. Besides, *Arid1a* deletion in adult RGCs led to a reduced transcriptional activity of Sp1 required for *Socs3* activation. These results suggested that *Socs3* may be a functional downstream target of *Arid1a*. The deletion of *Socs3* has been shown to promote dramatic axon regeneration and massive RGC survival following optic nerve injury in a *gp130*-dependent manner (Smith et al., 2009; Luo and Park, 2012). Mechanistically, SOCS3 acts as a negative feedback signal by inhibiting JAK and STAT3 activation and phosphorylation, limiting the response to cytokine and growth factors signaling. Thus, the injection of CNTF in *Socs3* deletion mice further increases the extent of axon regeneration (Smith et al., 2009). Interestingly, while *gp130* deletion abolishes the axon regeneration-promoting effect of *Socs3* deletion, a partial neuronal survival effect is preserved in *Socs3* and *gp130* double deletion (Smith et al., 2009). In our study, *Arid1a* deletion promotes neuronal survival but not axon regeneration, which may be partially mediated by JAK/STAT3/SOCS3 pathway. Besides, KEGG analysis showed that apoptosis programs might be repressed by *Arid1a* deletion, leading to increased RGC survival. However, we also observed that some KEGG terms were related to viral infection and immunity. Although the viral titers were enough for a high transduction rate in this work, there was still a slight difference between the two viruses. A previous study suggested that AAV could cause innate immune responses (Rogers et al., 2011). Also, animals were subjected to a complex operation procedure, including ONC and AAV injection, which might lead to immune response activation. Thus, we consider that these KEGG terms may be associated with different viral titers and operation procedures. For a better understanding of the functional role, it will be interesting to determine whether this or other mechanisms mediate the RGC survival effect of *Arid1a* deletion after injury.

In light of recent successes in AAV-mediated gene therapy in retinal diseases (Tan et al., 2009; Busskamp et al., 2010), gene therapy is recommended to be designed specifically for multiple therapeutic targets to achieve an optimal outcome for neural recovery. In summary, our results provide a new therapy for gene intervention to effectively decrease the loss of RGCs after optic nerve injury. Because, here we have only shown that deleting *Arid1a* promotes RGC survival 2 weeks after injury, to identify its clinical relevance, further works are needed to investigate whether the absence of *Arid1a* could save damaged RGCs after a long-term injury.

## Data Availability Statement

The original RNA-seq and ATAC-seq data from this study are available at the NCBI Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GEO: GSE147844. All datasets generated for this study are included in the article/Supplementary Material.

## Ethics Statement

The animal study was reviewed and approved by The Animal Committee of the Institute of Zoology, Chinese Academy of Sciences, Beijing, China.

## Author Contributions

S-GY and C-ML: conception and design, collection and assembly of data, data analysis and interpretation, manuscript writing, and final approval of the manuscript. X-QP, S-KD, C-PL, P-PL, Z-MW, H-ZD, and Z-QT: collection and assembly of data.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Loss of Arid1a Promotes Neuronal Survival Following Optic Nerve Injury
**Source:** Front Cell Neurosci. 2020 May 15;14:131. doi: 10.3389/fncel.2020.00131

**Loss of *Arid1a* Promotes Neuronal Survival Following Optic Nerve Injury**

Xue-Qi Peng 1,2,3†, Shang-Kun Dai 1,2,3†, Chang-Ping Li 1,2,3, Pei-Pei Liu 1,3,
Zhi-Meng Wang 1,2,3, Hong-Zhen Du 1,3, Zhao-Qian Teng 1,2,3, Shu-Guang Yang 1,4*
and Chang-Mei Liu 1,2,3*

*†*These authors contributed equally to this paper.

*****Correspondence author: S-G.Y. (), C-M.L. ()

**Figure legend**

**Figure S1. Downregulation of ARID1A in DRG neurons after sciatic nerve injury**

1. *Arid1a* mRNA levels in L4/L5 DRG from CD-1 IGS mice without injury (uninjured), and,

1day, 3 days post sciatic nerve crush detected by q-PCR. Results are normalized to GAPDH, for 1 dpc, ns=no significance; for 3dpc, * p<0.05, n=3 mice in each group.

1. DRG sections from CD-1 IGS mice without injury (uninjured), and 1 day, 3 days after

sciatic nerve crush stained with Tuj1 (red), and ARID1A (green). Scale bar: 50 μm.

1. Quantification of relative fluorescence intensity of ARID1A staining in cytoplasm of

DRG neurons. Uninjured was used for normalization, for 1 dpc, * p<0.05; for 3 dpc, *** p<0.001, n=3 mice in each group, cell analyses were performed on 3-4 nonconsecutive DRG sections for each mouse.

1. Quantification of relative fluorescence intensity of ARID1A staining in nucleus of DRG

neurons. Uninjured was used for normalization, for 1 dpc, * p<0.05; for 3 dpc, *** p<0.001, n=3 mice in each group, cell analyses were performed on 3-4 nonconsecutive DRG sections for each mouse.

**Figure S2. ARID1A is deleted after AAV2-Cre virus intravitreal injection**

1. Representative confocal images of flat-mounted retinas *Arid1a^f/f^* mice with

intravitreal injection of AAV2-Cre stained with Tuj1 (green) and Cre (red). The bottom row images show enlarged images of the top row images. The infection rate of AAV2-Cre in RGCs was 89.85 % on average. n=2 mice. Scale bar, 1 mm in top images, and 50 μm in bottom images.

1. Retinal sections from *Arid1a^f/f^* mice with intravitreal injection of AAV2-GFP or AAV2-

Cre stained with Tuj1 (green), and ARID1A (red). Scale bar: 20 μm.

1. Quantification of relative fluorescence intensity of ARID1A staining in RGCs. AAV2-

GFP was used for normalization. **p<0.01. RGCs were analyzed from at least 13 non-adjacent retinal sections for each animal, from 3 mice per group.

**Figure S3. Isolation of** **Thy1.2-PE^+^ RGCs for RNA-sequencing and ATAC-sequencing**

1. Overview of RNA sequencing and ATAC sequencing from the purified RGCs.
2. Representative FACS plots illustrating the steps of RGCs purification. Dissociated

retinal cells were gated based on size and surface characteristics (forward scatter, FSC-A, x axis; side scatter, SSC-A, y axis; first graph from left). DAPI-positive neurons, staining dead cells depicted in blue, are excluded by sorting (second graph from left). Retinal cells without Thy1.2-PE were used as controls to set up the threshold for Thy1.2-PE+ cells (third graph). The last graph shows the population of Thy1.2-PE+ RGCs that were selected (4-5 retinas in each sample).

1. Representative confocal images of the purified RGCs stained with DAPI (gray) and

Tuj1 (green). Scale bar: 20 μm.

**Figure S4. *Arid1a* deletion reduces chromatin accessibility at promoters and gene expression.**

1. Correlation heatmap to evaluate the correlation between indicated samples.
2. Venn diagram shows the peaks’ overlap between indicated samples.

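Overlapping the peak lists with the regions of the authors' comparison places 9145 regions under a peak in both WT libraries and in neither cKO library, and 1624 under a peak in both cKO libraries and in neither WT library. Another 113 lie under a peak in all 4 libraries. A peak in both WT libraries and in cKO replicate 1 is found at 527 regions, and in both WT libraries and cKO replicate 2 at 474. The regions with a peak in a single library of each group number 1275 for WT replicate 1 with cKO replicate 1, 1611 for WT replicate 1 with cKO replicate 2, 730 for WT replicate 2 with cKO replicate 1 and 910 for WT replicate 2 with cKO replicate 2. The regions with a peak in 1 WT library and both cKO libraries number 108 for WT replicate 1 and 83 for WT replicate 2, and no region rests on a peak of a single library.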

3. Average profiles and heatmaps of ATAC-seq data for RGCs plotted within ± 5Kb

from transcription start sites (TSS) of 60609 annotated genes and presented in RPGC (reads per genomic content).

1. Left graph, boxplot showing gene expression changes of different groups of genes:

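Mean TPM over the 3 libraries labelled WT was over 0 for 27634 genes, of which 22191 have a position in the gene table; these were divided into 5 bins of equal size. A peak of either WT ATAC-seq library lay within 1000 bp of a gene end for 22.4% of the genes of the lowest bin (Wilson 95% interval 21.2% to 23.6%), 41.1% of bin 2, 67.5% of bin 3, 78.8% of bin 4 and 80.5% of the highest bin (79.3% to 81.6%). The median mean TPM of the lowest bin was 0.0876 and that of the highest 82.4. For peaks of either cKO library the shares were 21.8%, 22.8%, 24.6%, 25.6% and 26.5%. The rise from the lowest to the highest bin was 58.1 percentage points for WT and 4.71 for cKO. With peaks taken within 3000 bp it was 48.1 points for WT.

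**Figure D5:**
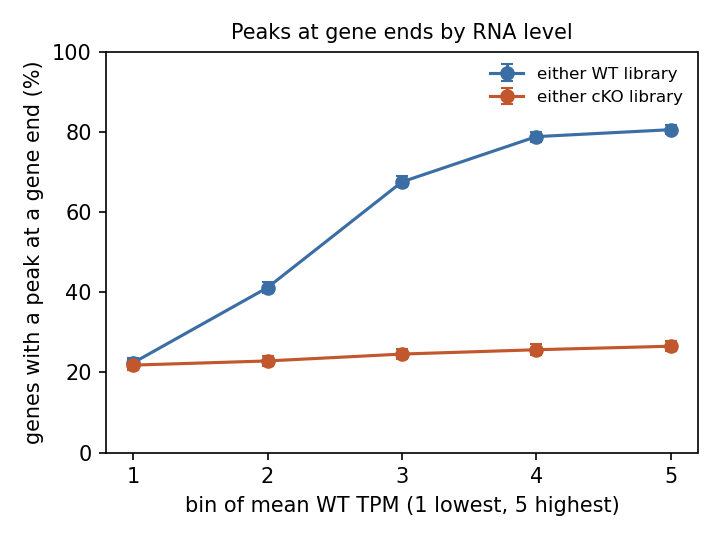
Share of genes with an ATAC-seq peak within 1000 bp of a gene end in 5 bins of mean TPM in the libraries labelled WT. Points are shares with Wilson 95% intervals for peaks of either WT or either cKO library; the WT share goes from 22.4% to 80.5% and the cKO share from 21.8% to 26.5%.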

transcript per million of genes (TPM > 0, 27584 genes) were divided into five bins, as indicated, from lowly expressed genes (Bin1) to highly expressed genes (Bin5); Right graph, boxplot showing the changes of promoter chromatin accessibility of different groups of genes defined previously.

1. GSEA analysis of association between changes of chromatin accessibility at indicated

regulatory elements and gene expression changes.

**Figure S1**

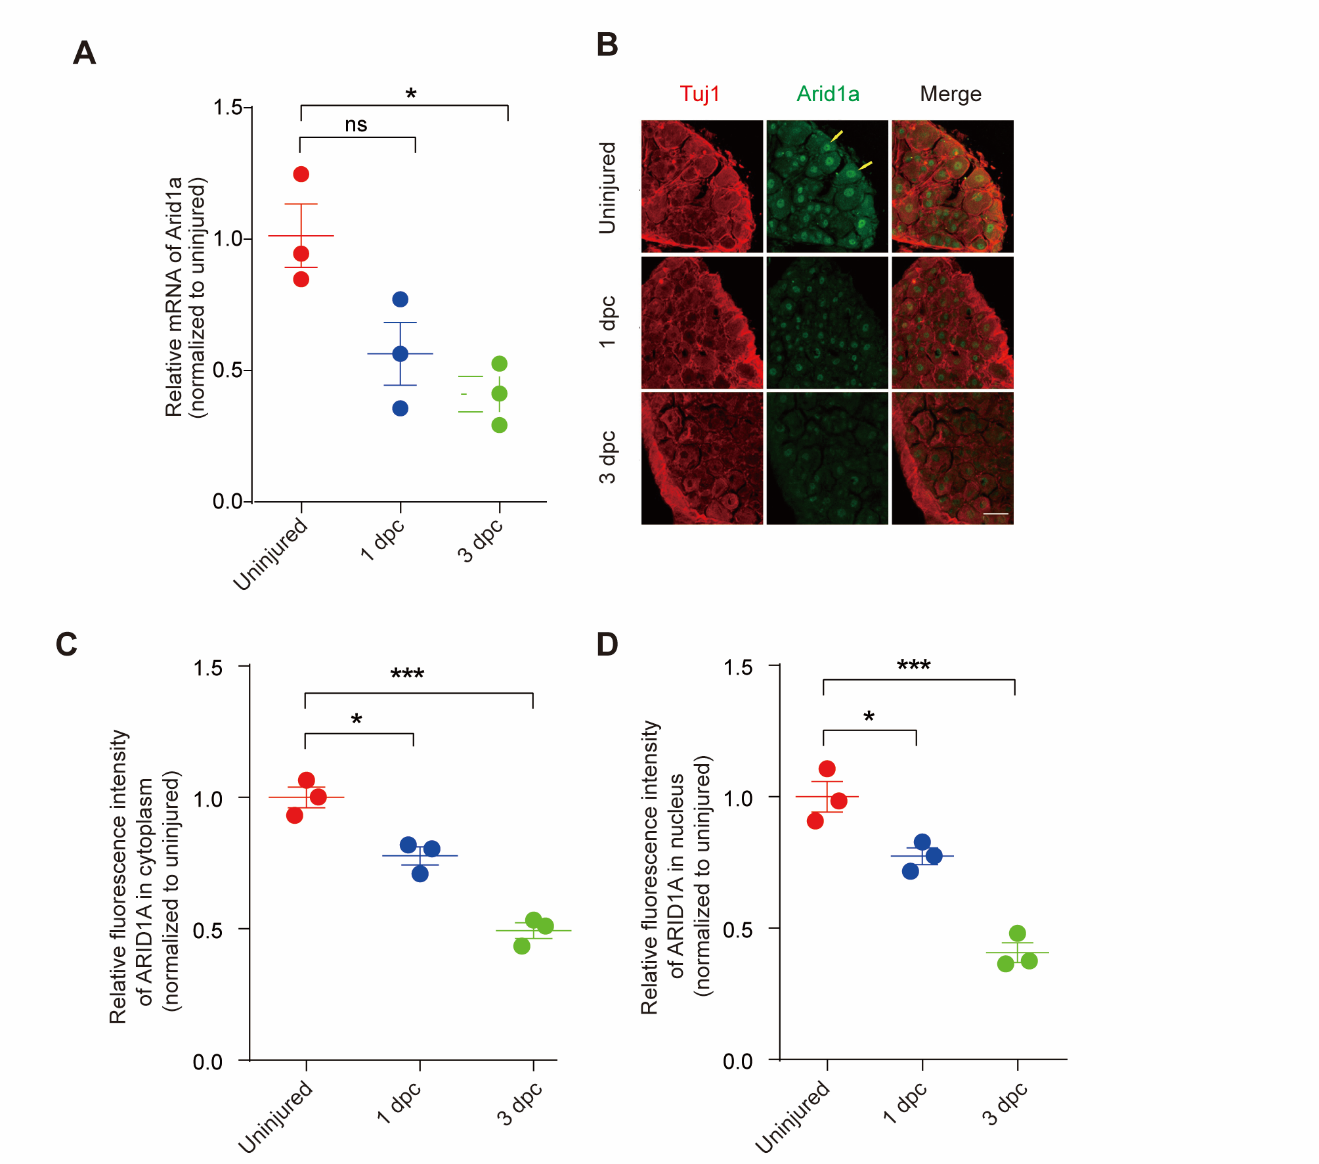

**Figure S2**

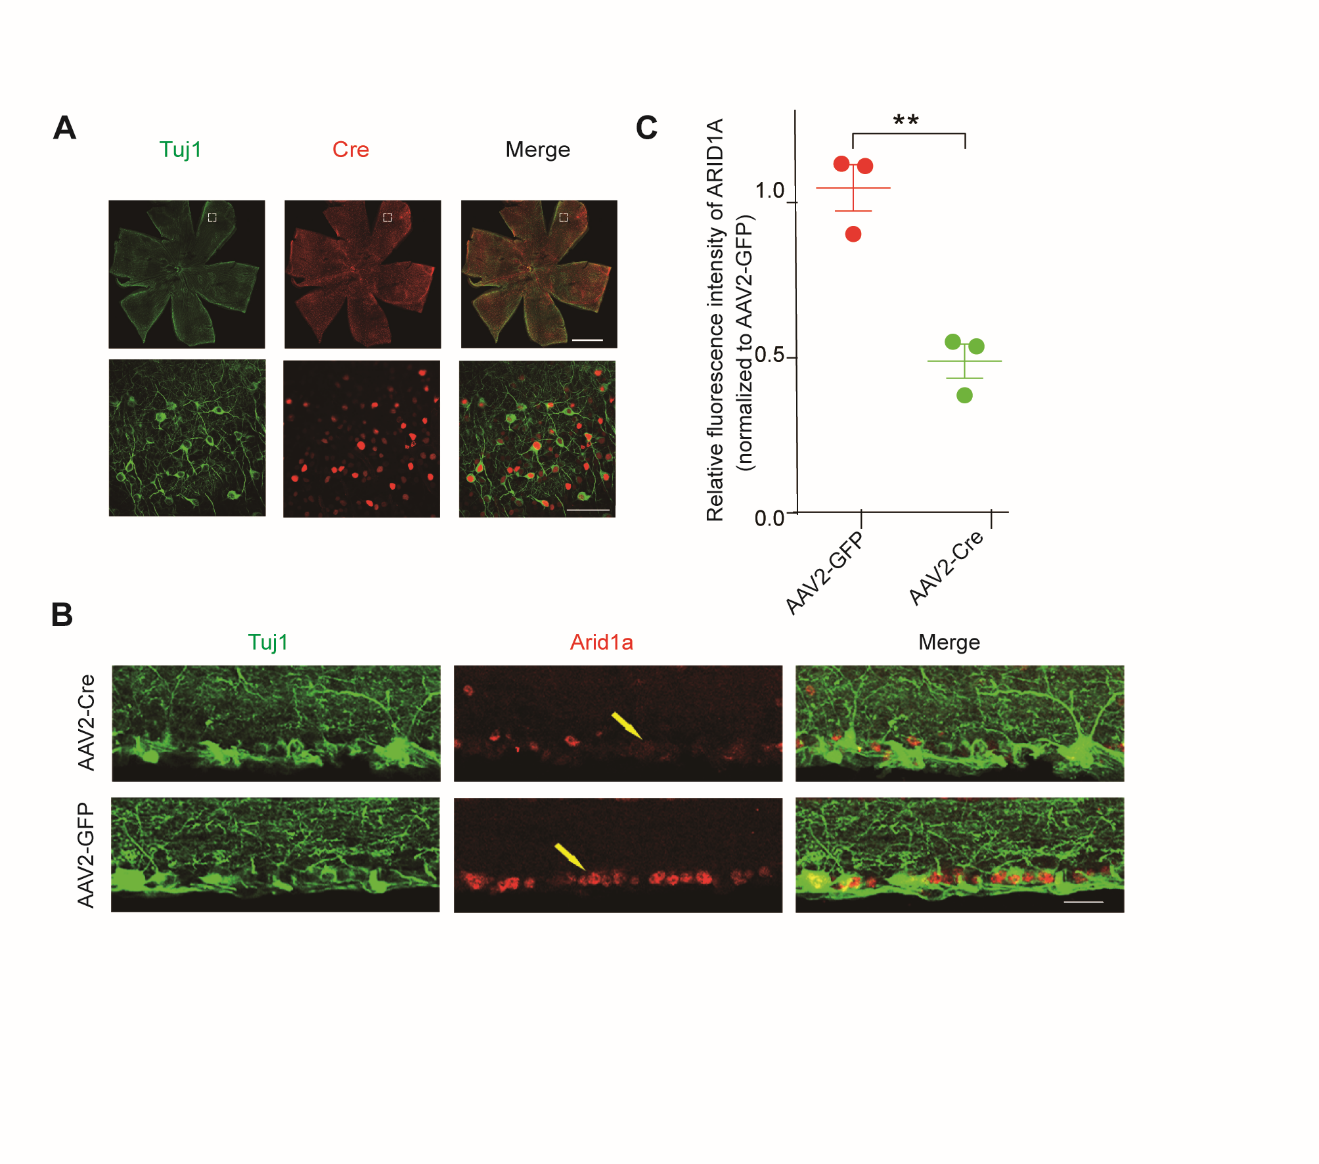

**Figure S3**

**
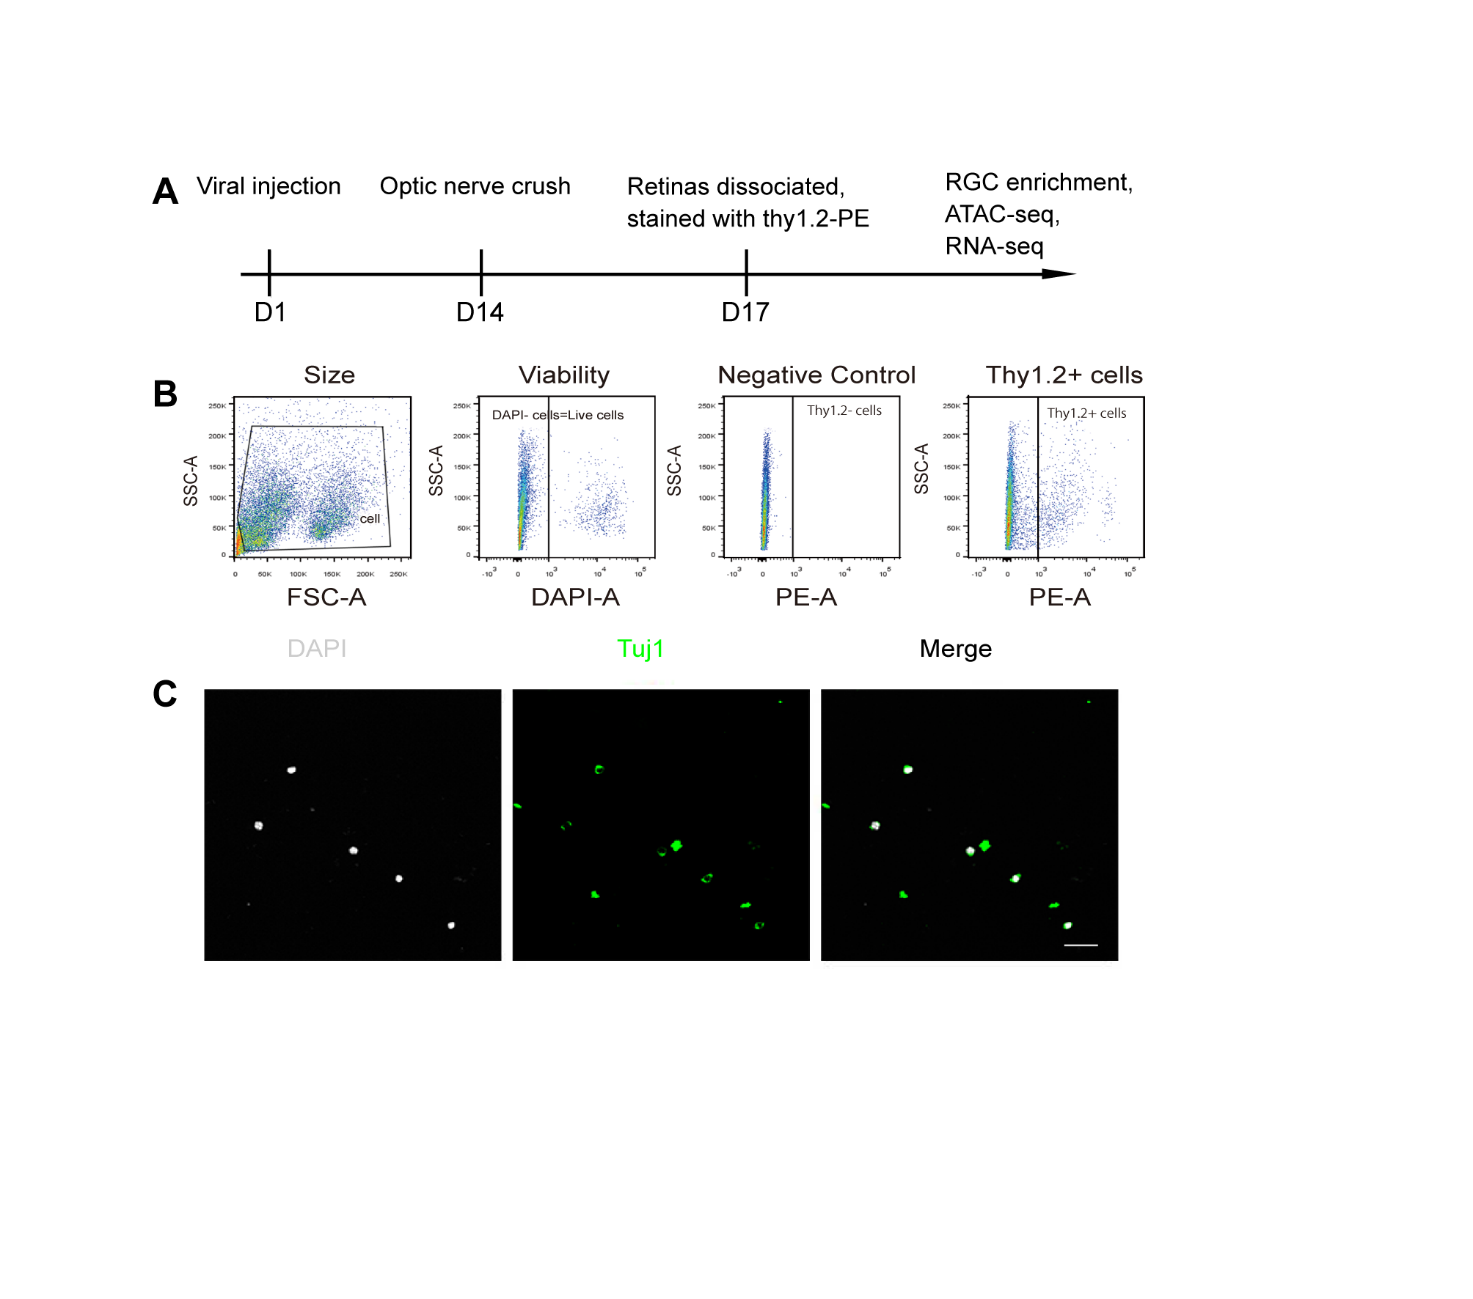
**

**Figure S4**

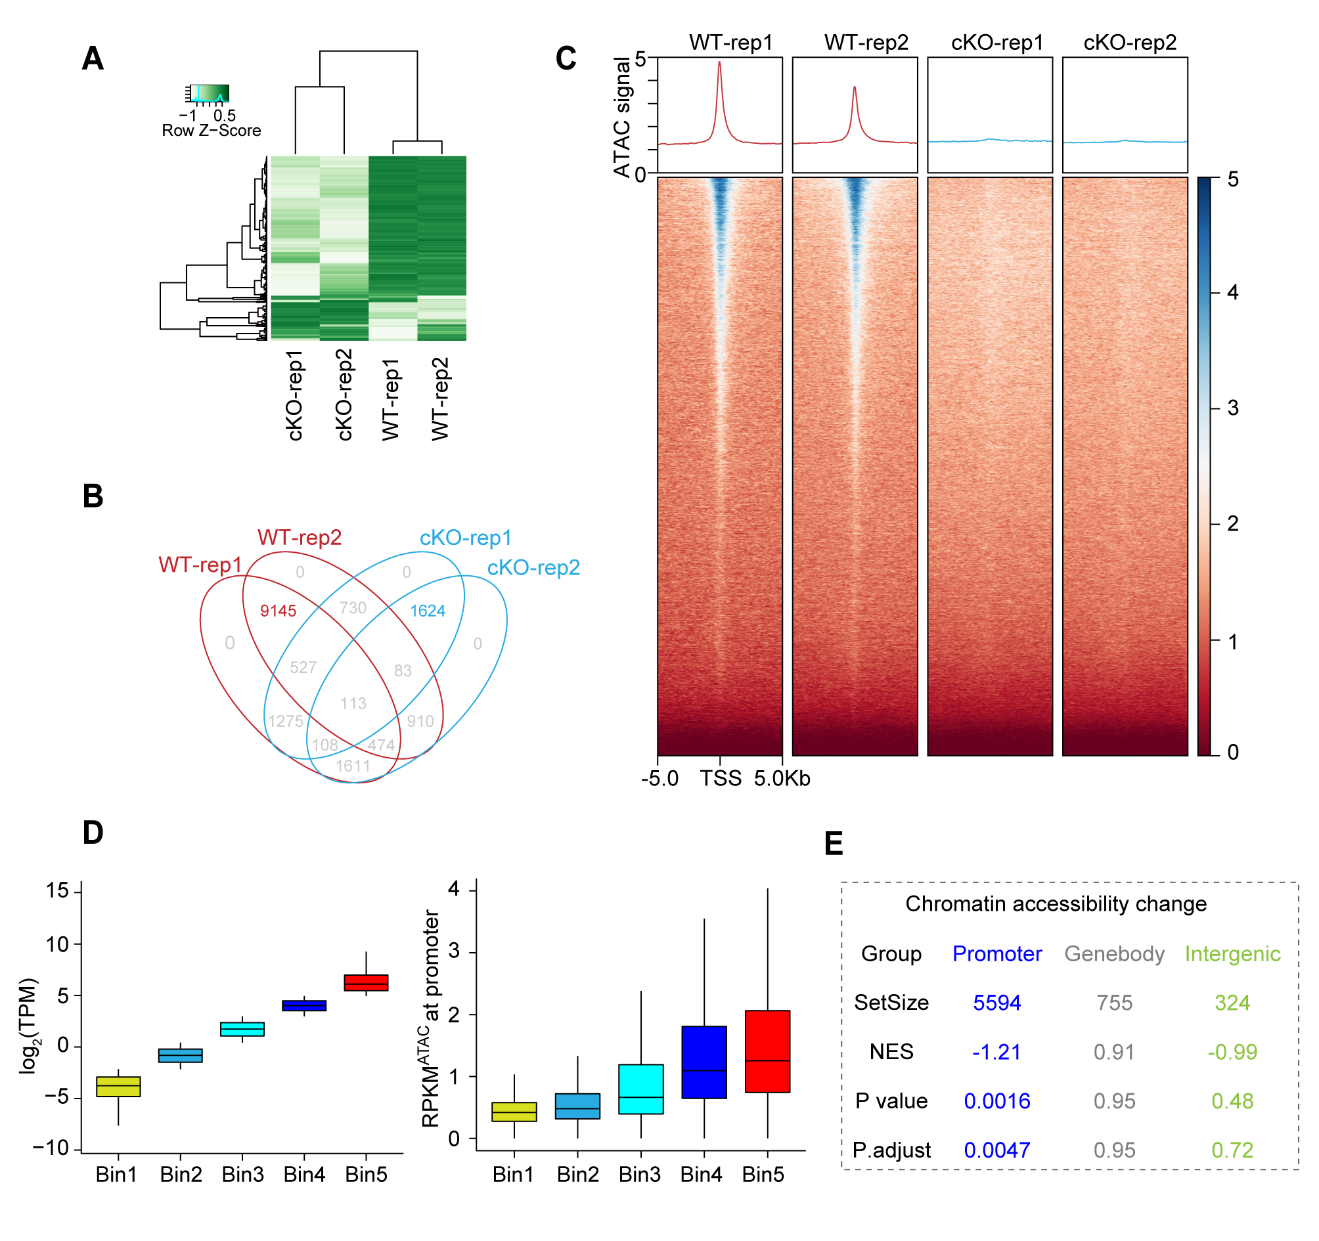

**Supplement:** Supplementary file 3

How the deposited data were processed for this re-analysis (not part of the article)

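Retinal cells sorted with an antibody to Thy1.2 were sequenced 3 days after ONC, in mice given AAV2-GFP (WT) or AAV2-Cre (cKO) 2 weeks before ONC. RNA-seq covered 3 libraries labelled WT and 3 labelled cKO, and ATAC-seq covered 2 WT and 2 cKO libraries. The groups were taken from the sample labels. *Arid1a* RNA was not lower in the RNA-seq libraries labelled cKO (adjusted p = 0.274 from limma for a log2 fold change of 0.66), so directions for RNA are given by label.

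The TPM values were made by the authors with Trimmomatic, Salmon and tximport on the GENCODE annotation, with no further scaling between libraries, and each library's values sum to nearly the same total. The authors' RNA-seq log2 fold changes and p-values were made with DESeq2 from the same libraries. Their table lists 36584 genes with an adjusted p of 1, which may stand for missing values. *Gfi1b*, for one, is listed so with no fold change. Of its gene names, 26 have been turned into dates and were not matched. The authors' ATAC-seq values are the log2 of mean normalized reads per group, made with DiffBind after alignment with Bowtie 2, with the log2 difference (Fold), a p-value and an FDR per region. In all 16600 regions Fold is the difference of the group values. Peak lists give positions alone. The paper's text does not name the peak caller. Sequencing depth is not given for any library, so no counting error of a TPM value or of a region's reads can be stated. Wilson 95% intervals were given for shares of peaks, regions or genes, and they cover counting error only.

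For RNA-seq, genes with a TPM of at least 1 in at least 3 of the 6 libraries were kept, a pseudocount of 1 was added, and log2 values were compared with limma 3.58.1 in R 4.3.3 (linear fit, empirical Bayes with a trend), with Benjamini-Hochberg adjustment and a threshold of 0.05. Exact two-sided permutation tests were run on single genes; with 3 against 3 libraries they give no p under 0.1. Gene sets were tested with limma's camera at a preset correlation of 0.01 over 5 lists (phototransduction, synaptic vesicle cycle, cholinergic synapse, apoptosis and JAK-STAT signaling), and 24 further lists were adjusted together. The further lists are markers of RGCs, rods, cones, bipolar cells, amacrine cells, Mueller glia and astrocytes, T cells, B cells, myeloid cells, endothelial cells and pericytes, and erythrocytes, the interferon response, sex-linked and housekeeping genes, genes named in the paper's text, Fig. 3D, Fig. 5B, Fig. 5E and Fig. 4D, and 5 Reactome lists. Lists, tests and alternatives were fixed before the data were examined, with the paper's Table S1 open, except where the text says otherwise. Genes named in the text are those the paper names in its text and in Figs. 3D, 5B and 5E, the marker genes, and the called genes with the largest changes whose groups do not overlap; others are said to be chosen after their values were seen. The values of some of these genes are left out of the text.

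For ATAC-seq, peaks and regions were compared with bedtools 2.31.1. A peak was shared when it overlapped by at least 1 bp. A promoter was the 1000 bp around either end of a gene, since the gene table used, on GRCm38.p6, gives no strand, so the far end of a gene counts as well. Of the 17555 genes tested by RNA-seq, 15518 have a position there. Printed positions are counted from 1. As a background, peaks were moved along the chromosomes by 20 fixed distances. Gained-closed regions had an FDR under 0.05 and a Fold under 0. Overlaps of gene lists were tested with Fisher's exact test, two-sided, among the genes that could pass every criterion. RNA changes of genes with closed promoters were compared with 10000 random draws of genes matched in 20 bins of mean expression. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

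The alternatives were a pseudocount of 0.1, no filter on low values, a mean TPM of at least 5, scaling by the median of ratios, the replicate number as a block, no trend in limma, leaving out each library in turn, fry or an estimated correlation for the sets, Reactome lists, an FDR under 0.01, an absolute Fold over 2, promoters of 3000 bp, and a reciprocal overlap of 50%. Whether replicate numbers pair the RNA-seq libraries was checked from deviations within each group: same-numbered libraries correlated at 0.334, 0.101 and 0.425 across genes, so the block was run as an alternative. No paired analysis was possible for ATAC-seq because the comparison gives group values alone. In simulated RNA-seq data with changes in 200 of 17555 genes, 39.5% were recovered, and 2 unchanged genes were called. Recovered were 0 of 69 genes at a log2 change of 1, 46.8% at 2 and 80.8% at 3. The simulated noise was independent between genes. In the real libraries 3228 genes had an unadjusted p under 0.05 from limma, so these shares need not hold there. Of 200 simulated peaks placed on gene ends, 200 were found. The held part of the paper's Table S2 has 1998 of 5650 entries; each matches a region and 95.9% lie within 1000 bp of a gene end here. Motifs, footprints and transcription factor activity were not analysed here, nor were immunostaining, cell counts or dorsal root ganglia.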

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

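The comparison of rod with bipolar markers was chosen only after the results were seen. Each result here is a shift of marker genes that the paper does not discuss, in the RNA-seq libraries labelled cKO.

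The 6 rod and cone markers outside the phototransduction list (*Nrl*, *Nr2e3*, *Rom1*, *Prph2*, *Reep6* and *Thrb*) had a median log2 fold change of 0.992, with 6 of 6 higher, from 0.91 to 1.34. After scaling by the median of ratios the median was 0.82 and the lowest 0.74, so the shift of all genes does not account for it. A smaller share of immune cells would raise every retinal type alike, but the rod median exceeded the bipolar median by 0.93 (15 and 11 genes, permutation p = 0.0002 over genes, which are not independent replicates). More photoreceptors among the sorted cells of the retinas labelled cKO would raise these markers with the phototransduction genes, and the value of 0.992 lies near the shift of those genes. It would not raise RGC markers, and of these 9 of 16 were higher and 7 lower, with 5 (*Tubb3*, *Stmn2*, *Ebf1*, *Ebf3* and *Chrna6*) higher by 0.97 to 1.36 with groups that did not overlap, where chance gives 10%, and 0 lower in that way. More photoreceptors and a rise of these genes within cells thus cannot be told apart. The rod markers had a median of 195 to 274 TPM in the libraries labelled WT and 412 to 550.1 TPM in those labelled cKO. Of the 15 rod markers, the authors call 12 higher, and the lists were written with those calls open. A change of transcription within photoreceptors upon *Arid1a* loss was not tested and stays open.

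The amacrine markers had a median log2 fold change of 0.763, with 11 of 12 higher (*Tfap2a* was lower, at -0.56, but at 0.02 without cKO replicate 3), and the bipolar markers a median of 0.399, with 11 of 11 higher. After scaling by the median of ratios these were 0.61 and 0.23. The groups did not overlap for 4 amacrine and 3 bipolar markers, where chance gives 10% of genes. The adjusted p from limma's camera was 0.0177 and 0.0432, but with fry it was 0.174 and 0.197 and with an estimated correlation 0.416 and 0.466. The libraries differ within the label cKO: the amacrine markers had a median of 120.6, 121 and 24.0 TPM in replicates 1, 2 and 3, against 50.1, 51.5 and 31.0 TPM for the label WT, so cKO replicate 3 lies below all WT libraries. A varying mixture of retinal cells among the sorted cells may underlie this, as the rod-to-bipolar difference of 0.93 shows that the types do not move together, but no test here separates it from a change within the cells, and no biological explanation was tested.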

How the results depend on the processing

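The overlaps at an unadjusted p under 0.05 and on the background of all genes tested by RNA-seq were chosen only after the results were seen.

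Without the trend in limma, 4 genes were higher in the libraries labelled cKO: *Gm47101* with *1700087M22Rik*, *Gm49671* and *Snhg9*, each of which is listed at 0 in the libraries labelled WT. With the replicate number as a block, 1 gene was lower, *Igkv8-21*. Leaving out each library in turn gave from 0 to 1 lower genes: *Ighv1-58* without WT replicate 2, *Pdcd5-ps* without cKO replicate 1 and *Gm10175* without cKO replicate 3. All but *Gm47101* were named after their values were seen, and the cause was not tested. The other alternatives gave 1 higher and 0 lower genes, beside 697 to 1677 lower genes at an unadjusted p under 0.05. The block changed no other call.

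*Arid1a* stayed higher by label under every alternative run (0.49 to 0.83) and *Socs3* lower (-1.25 to -0.72), and neither passed the threshold under any of them. A further 60 genes, with every other tested gene named in the text among them, gave 712 values, of which 696 kept direction and side of the threshold, 7 passed the threshold (the genes listed above) and 9 reversed. *Sp1* was -0.0399 after scaling by the median of ratios and from -0.0178 to 0.19 with each library left out, the lowest without WT replicate 1. *Ddx3y* was -0.0558 after that scaling and from -0.0051 to 0.34, the lowest again without WT replicate 1. *P2ry12* was -0.0657 after that scaling and from -0.16 to 0.39, the lowest also without WT replicate 1. *Tfap2a* ran from -1.31 to 0.0173, the highest without cKO replicate 3, and *Alas2* from -0.85 to 0.78, above 0 without WT replicate 3 and, at 0.0423, without cKO replicate 1. The scaling lowers all genes by its construction, and the cause for the libraries left out was not tested.

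With an estimated correlation between genes, 4 sets no longer passed the threshold: phototransduction (1.29, adjusted p = 0.0921 from limma), synaptic vesicle cycle (0.66, 0.224), apoptosis (-0.34, 0.0921) and JAK-STAT signaling (-0.44, 0.0921). Under fry the cholinergic synapse set passed (0.34, adjusted p = 0.0241). Over the alternatives without leaving a library out, the adjusted p ran from 4.13e-18 to 0.0921 for phototransduction, 5.27e-07 to 0.224 for synaptic vesicle cycle, 0.0241 to 0.827 for cholinergic synapse, 1.05e-08 to 0.0921 for apoptosis and 1.33e-11 to 0.0921 for JAK-STAT signaling. Within camera, the calls thus depend on how correlation between genes is treated. With fry, which also allows for the correlation seen in the data, every set was called. Fry asks whether the genes of a set change at all, and camera whether they change more than the other genes. It is thus no second check of the same question. Over the 24 further lists, fry's adjusted p was 0.386 for Reactome apoptosis, 0.147 for Reactome visual phototransduction and 0.0480 for Reactome's neurotransmitter release cycle. Each set kept its direction under every alternative, though the apoptosis median was -0.04 with the Reactome list.

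The overlap of lower genes with closed promoters was 0 and became 204 with the authors' deposited calls, 202 at an unadjusted p under 0.05, and 204 with the authors' calls on the wider background, because more genes were called lower. Among genes with a promoter region the odds ratio was 0.56 and 0.52 for the first pair of these, with Fisher's exact p of 7.94e-06 and 3.63e-07. None is given for the wider background, since many of its genes have no promoter region. It was not run with libraries left out. The RNA difference of genes with closed promoters, past 0.05 in the permutation draws, no longer passed with an FDR under 0.01 (0.0183), a pseudocount of 0.1 (0.0251), the median of ratios (0.0234) or the authors' fold changes (0.0277), at p from 0.0798 to 0.220. Leaving out each library gave from 0.00337 (WT replicate 2) to 0.0390. The cause was not tested.

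The count of gained-closed regions stayed within 1.5 times under the alternatives. Their promoter share was 88.0% within 3000 bp and 86.3% at an FDR under 0.01. Within 3000 bp the promoter shares of peaks were 25.8% and 34.4% for WT and 20.4% and 18.4% for cKO, a wider window holding more peaks by its construction. Among peaks shared by both replicates they were 70.4% and 70.5% for WT and 9.93% and 10.1% for cKO. With a reciprocal overlap of 50%, the shares between replicates were 9.32% and 16.9% for WT and 1.51% and 1.23% for cKO. The rise over expression bins was 56.2 points with a peak in both WT libraries, 48.1 points within 3000 bp, and from 56.5 to 57.8 points with a WT library left out. The comparison of stronger peaks was not run, since the peak lists hold no score, nor were the motif shares. No depth is given, so how far it limits any of these is unknown.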

Differences from the paper's values

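The overlaps on the background of all genes tested by RNA-seq and at an unadjusted p under 0.05 were chosen only after the results were seen. The paper reports 1499 differentially expressed genes, 411 upregulated and 1088 downregulated; here 1 gene passed, 1 higher and 0 lower in the libraries labelled cKO, beside 2095 higher and 1133 lower at an unadjusted p under 0.05 (1329 and 1677 after scaling by the median of ratios). None of the alternatives set before the data were examined closed the gap; the most genes were 4 higher, without the trend in limma. The authors' deposited comparison holds 1530 genes with an adjusted p under 0.05, 448 higher and 1082 lower. Of the 1498 of these tested here, all 1498 changed the same way.

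The paper reports 52 gained-open peaks; the authors' deposited comparison gives 93 at an FDR under 0.05. With an FDR under 0.01 there are 2, and with an FDR under 0.05 and an absolute Fold over 2 there are 93. Neither alternative closed the gap. The paper reports 180 genes that are both downregulated and closed at the promoter; here there were 0. With the authors' deposited calls, an alternative set before the data were examined, there were 204, within 1.5 times the paper's value, and with those calls on all genes tested by RNA-seq, chosen after seeing the values, also 204. At an unadjusted p under 0.05, also chosen after seeing the values, there were 202. The other alternatives set before the data were examined gave 0.

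The paper states that the replicates of each group had very similar profiles. It cites a heatmap of correlation between samples and a Venn diagram of peaks. The correlation was not examined here, since the peak lists hold no signal, and overlap of peaks is another measure. For the cKO libraries, 3.39% of the peaks of replicate 1 overlapped one of replicate 2, against 2.00% with the peaks of replicate 2 moved along the chromosomes, and 2.77% of those of replicate 2 overlapped one of replicate 1. Between the WT replicates the shares were 13.6% and 24.4%. The paper calls the overlap of closed promoters and downregulated genes substantial. With the authors' calls, 204 genes overlapped where 237 would by chance. The paper reports decreased expression of *Socs3* and *Tlr2*, which were lower here without passing the threshold (adjusted p = 0.206 and 0.227 from limma); the authors' deposited DESeq2 comparison calls them (adjusted p = 0.0320 and 0.0466). The paper describes the libraries as *Arid1a* deleted. *Arid1a* RNA was not lower by label, with a log2 fold change of 0.66 (adjusted p = 0.274 from limma); the authors' deposited comparison gives -0.08 (adjusted p = 0.920 from DESeq2).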

Other observations

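The tests of immunoglobulin transcripts, of RNA from other cells, of exchanged labels, and of loss at a subset of promoters were chosen only after the results were seen.

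Of 10 splits of the 6 RNA-seq libraries into 3 and 3, 5 gave as many genes past the threshold as the real one, up to 63 genes, and 1, the real split, gave as many at an unadjusted p under 0.05 (3228 against 121 to 2839). Among the 4 splits that part all same-numbered pairs, 2 gave as many genes past the threshold and 1, the real one, as many at an unadjusted p under 0.05, with 195, 341 and 170 genes in the other 3. The remaining 6 splits part 1 pair each. For the sets, as small a p came from 1 split for phototransduction, 1 for synaptic vesicle cycle, 4 for cholinergic synapse, 1 for apoptosis and 1 for JAK-STAT signaling, the real one included. The sets other than cholinergic synapse passed the threshold in 8, 5, 6 and 7 of the 10 splits. With 10 splits no share under 0.1 can be had, so the label and an accidental grouping cannot be told apart. The highest *Xist* value in any library was 0.0429 TPM and *Ddx3y* lay between 152 and 245 TPM in all of them, which argues against a different share of the sexes. The 4 Y-linked genes tested were higher in the libraries labelled cKO, with a median of 0.36 (0.20 after scaling by the median of ratios), and in *Eif2s3y* and *Kdm5d* the groups did not overlap, where chance gives 10%.

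*Arid1a* TPM was not lower in the libraries labelled cKO (adjusted p = 0.274 from limma), and the authors' deposited comparison gives a log2 fold change of -0.08 (adjusted p = 0.920 from DESeq2). RNA from cells other than RGCs may hide a loss in RGCs: the rod markers had at least 47.5 times the median TPM of the RGC markers in every library. The RGC markers had a median of 2.98 to 5.05 TPM over libraries, the Mueller glia and astrocyte markers 520.3 to 1480.2 TPM and the T cell markers 9.15 to 84.4 TPM. *Tubb3* had a mean of 4.49 TPM for the label WT and 10.2 TPM for cKO. Exchanged labels cannot be told apart from this, since the log2 fold change of 0.656 did not pass the threshold, and transcripts of the virus were not analysed here.

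Genes of immune cells were lower in the libraries labelled cKO, with medians of -1.91 for T cells (22 of 23 lower, not *Thy1*), -2.04 for B cells (10 of 10) and -0.78 for myeloid cells (20 of 21, not *P2ry12*, which was also lower without WT replicate 1, at -0.16), and -1.55 for the interferon response (25 of 25). Fewer immune cells among the sorted cells is a candidate explanation. Outside the immune lists, 1097 genes lower at an unadjusted p under 0.05 followed the T cell markers within groups, with a median r of 0.62. That is 0.904 above the median of -0.28 over the other genes. Draws of genes matched on expression gave differences of -0.06 to 0.04 (permutation p = 0.0001, the smallest the draws can give). Genes are not independent replicates, each r rests on 6 libraries, and this p describes the present libraries. The genes with the highest mean TPM in the B cell, myeloid and T cell lists were *Igkc*, with means of 30549 TPM for the label WT and 6618 TPM for cKO, *Cd74* with 4229 and 1237 TPM and *Trac* with 685 and 160.3 TPM. The authors call 21 of the 23 T cell, 8 of the 12 B cell and 18 of the 25 interferon genes lower, and the lists were written with those calls open. *Socs3* had an r of 0.39 with the T cell markers across libraries within groups, and 6 libraries are too few to tell this from no relation. A response of the cells themselves to *Arid1a* loss was not tested and stays open. The groups also received different viruses, AAV2-GFP and AAV2-Cre, at different titers. The paper proposes that its viral infection and immunity terms may relate to those titers and to the operations. Virus and *Arid1a* loss go together in these libraries and cannot be told apart.

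More genes were higher than lower at an unadjusted p under 0.05, 2095 against 1133, but after scaling by the median of ratios there were 1329 higher and 1677 lower (44.2% higher), so the excess depends on the scaling. Immunoglobulin transcripts held 15.0%, 1.61% and 7.47% of TPM for the label WT and 2.82%, 0.757% and 2.46% for the label cKO. With the immunoglobulin genes taken out and each library brought back to its former sum, 55.0% of the genes at an unadjusted p under 0.05 were higher, in place of 64.9%, and with each library left out in turn from 47.6% (without WT replicate 2) to 55.6%. Since the share fell below 50% with that library left out, a larger share of immunoglobulin transcripts and other sources of the excess cannot be told apart.

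Few promoters had a peak in the cKO ATAC-seq libraries. Loss at a subset of promoters with other peaks intact would leave the remaining cKO peaks recurring between the cKO libraries as often as WT peaks do between the WT libraries. Of the peaks at gene ends, 3.74% of those of cKO replicate 1 and 3.51% of those of cKO replicate 2 were found in the other cKO library (2.15% and 1.75% with its peaks moved along the chromosomes), against 53.7% and 68.4% between the WT libraries (2.19% and 3.40% moved). Of the peaks elsewhere the shares were 3.35% and 2.71% (1.99% and 1.63% moved), against 4.90% and 9.64% (1.37% and 2.51% moved). These values argue against it, though the cKO libraries share some peaks beyond the moved ones. Low signal-to-noise of the cKO libraries may account for the loss: of 17 housekeeping promoters with a peak in both WT libraries, 6 (35.3%) had a peak in a cKO library, against 27.3% of 7991 other genes (Fisher's exact p = 0.427), and cKO peaks moved along the chromosomes kept 24.3%. A loss of accessibility across all promoters upon *Arid1a* deletion would look the same and was not tested. The X chromosome held 1.51% and 0.991% of WT peaks and 0.268% and 0.384% of cKO peaks.

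Genes with gained-closed promoters had no lower RNA than genes with other promoter regions. The median difference was 0.0353, upward by label, where 10000 draws gave -0.02 to 0.04. Whether closing of a promoter lowers the RNA of its gene cannot be decided this way, since the other promoter regions lost signal as well. Within 1000 bp of a gene end, the median Fold was -2.88 for gained-closed regions and -1.3 for regions called neither gained-closed nor gained-open. The difference was 0.00337 without WT replicate 2 and 0.00534 without cKO replicate 2. In 3000 simulated genes with a lowering of 0.5, draws of this kind gave a permutation p of 0.000999, the smallest that their number allows. Low signal-to-noise, tested above with 35.3%, would give closed promoters without lower RNA, so the RNA does not decide what closed promoters do in RGCs.

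The remaining lists had a median log2 fold change of 0.06 for RGCs (9 of 16 higher), 1.33 for rods (15 of 15), 0.98 for cones (10 of 10), -0.61 for Mueller glia and astrocytes (12 of 12 lower), -0.53 for endothelial cells and pericytes (8 of 10 lower), -0.95 for erythrocytes (5 of 5 lower) and -0.04 for housekeeping genes. The erythrocyte markers had a median of 275 TPM in WT replicate 3 and 21.1 to 82.9 TPM in the other libraries, and without WT replicate 3 their log2 fold changes lay between -0.10 (*Hbb-bs*) and 0.78 (*Alas2*). The Mueller glia and astrocyte markers had a median of 1480.2 TPM in cKO replicate 3, above the 1366.8 TPM of the highest library labelled WT. Their summed TPM in cKO replicate 3 was 26610, below the 27737 of WT replicate 3. The genes of the paper's text had a median of -0.89, those of Fig. 3D -1.45, those of Fig. 5B -1.01, those of Fig. 5E -0.21 and those of Fig. 4D -0.03.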
